# CCCTC-binding factor inhibits breast cancer cell proliferation and metastasis via inactivation of the nuclear factor-kappaB pathway

**DOI:** 10.18632/oncotarget.18977

**Published:** 2017-07-04

**Authors:** Jie Wu, Peng-Chang Li, Jun-Yi Pang, Guo-You Liu, Xue-Min Xie, Jia-Yao Li, Yi-Cong Yin, Jian-Hua Han, Xiu-Zhi Guo, Ling Qiu

**Keywords:** CCCTC-binding factor, breast cancer, proliferation, metastasis, nuclear factor-kappaB

## Abstract

CCCTC-binding factor (CTCF) is an important epigenetic regulator implicated in multiple cellular processes, including growth, proliferation, differentiation, and apoptosis. Although CTCF deletion or mutation has been associated with human breast cancer, the role of CTCF in breast cancer is questionable. We investigated the biological functions of CTCF in breast cancer and the underlying mechanism. The results showed that CTCF expression in human breast cancer cells and tissues was significantly lower than that in normal breast cells and tissues. In addition, CTCF expression correlated significantly with cancer stage (*P =* 0.043) and pathological differentiation (*P* = 0.029). Furthermore, CTCF overexpression resulted in the inhibition of proliferation, migration, and invasion, while CTCF knockdown induced these processes in breast cancer cells. Transcriptome analysis and further experimental confirmation in MDA-MD-231 cells revealed that forced overexpression of CTCF might attenuate the DNA-binding ability of nuclear factor-kappaB (NF-κB) p65 subunit and inhibit activation of NF-κB and its target pro-oncogenes (tumor necrosis factor alpha-induced protein 3 [TNFAIP3]) and genes for growth-related proteins (early growth response protein 1 [EGR1] and growth arrest and DNA-damage-inducible alpha [GADD45a]). The present study provides a new insight into the tumor suppressor roles of CTCF in breast cancer development and suggests that the CTCF/NF-κB pathway is a potential target for breast cancer therapy.

## INTRODUCTION

Breast cancer continues to be the most common malignant tumor in women worldwide, with an estimated 25% of new cancer cases diagnosed [1–4]. Understanding the gene abnormalities that participate in the occurrence and development of breast cancer is the key to its prevention and treatment.

Nuclear factor-kappa B (NF-kB), the key transcription factor that mediates the inflammatory response, is involved in carcinogenesis-associated cellular processes, such as inflammation, proliferation, invasion, metastasis, angiogenesis, differentiation, and survival [5, 6]. Studies have shown that NF-kB regulates the expression of several responsive genes that are associated closely with tumorigenesis, such as those encoding cytokines, transcription factors, growth factors, and apoptosis regulators [7]. Aberrant activation of NF-κB occurs in most cancers, including breast cancer [8–10]. Many negative regulators, including microRNAs, long non-coding RNAs, and regulatory proteins, function as tumor suppressors by inhibiting the uncontrolled activation of NF-kB [5, 6, 11].

CCCTC-binding factor (CTCF) is an evolutionarily conserved and ubiquitously expressed zinc finger protein. CTCF was originally discovered as a candidate tumor suppressor, given its ability to bind to the promoter of the oncogene c-myc to inhibit its expression [12]. As an epigenetic regulator, CTCF regulates the expression of several genes, including tumor suppressor genes *p53* and *p16* [13, 14] and pro-apoptotic gene *bax* [15]. Studies have identified approximately 20,000 CTCF-binding sites (CBS) in the human genome [16, 17]. *CTCF* was considered as a possible target for deletions of chromosomal regions of 16q22.1 that occur commonly in breast and prostate cancers [18]. In recent years, *CTCF* has been found to be mutated sporadically in diverse cancer types, such as leukemia, breast, uterine, and prostate cancers [19–23] and is involved in inhibiting cancer cell growth and clonogenicity [24]. *CTCF* deletion has been reported in lobular carcinoma of the breast [25]. However, the exact role of CTCF in breast cancer is unclear.

In this study, we examined CTCF expression in breast cancer tissues and cell lines, and analyzed the correlation between CTCF expression and various clinicopathological parameters. Furthermore, the effects of CTCF on cell proliferation and migration were investigated through the overexpression or knockdown of *CTCF* in breast cancer cells. Transcriptome microarray analysis and validation experiments suggested that CTCF might inhibit the activation of the NF-κB (p65) subunit and its target genes. Our experiments imply an important role for CTCF in inhibition of NF-kB over-activation in breast cancer occurrence and metastasis.

## RESULTS

### CTCF is downregulated in breast cancer tissues and cell lines

We first examined CTCF expression in human breast cancer cell lines MCF-7, SKBR3, and MDA-MB-231 as well as normal breast cells MCF-10A. Western blotting analysis showed that CTCF was downregulated in the three breast cancer cell lines examined (Figure 1A). However, no significant change in the *CTCF* mRNA level was observed in breast cancer cell lines as compared with that in MCF-10A (Supplementary Figure 1). The expression of CTCF was analyzed in only three breast cancer cell lines; therefore, further analysis was carried out to verify the difference in *CTCF* expression using normal and tumor breast tissues. Quantitative real-time reverse transcription PCR (qRT-PCR) indicated that the *CTCF* mRNA level was decreased significantly in human breast tumors (*n* = 20) compared with peritumoral tissues (Figure 1B). Moreover, immunohistochemical (IHC) analysis showed that the CTCF protein was downregulated significantly in breast cancer tissues (*n* = 66) compared with peritumoral tissues (*n* = 30) and fibroadenoma (*n* = 30) (Figure 1C, *P* < 0.01). These results suggested that CTCF expression is downregulated in breast cancer tissues and cell lines

**Figure 1:**
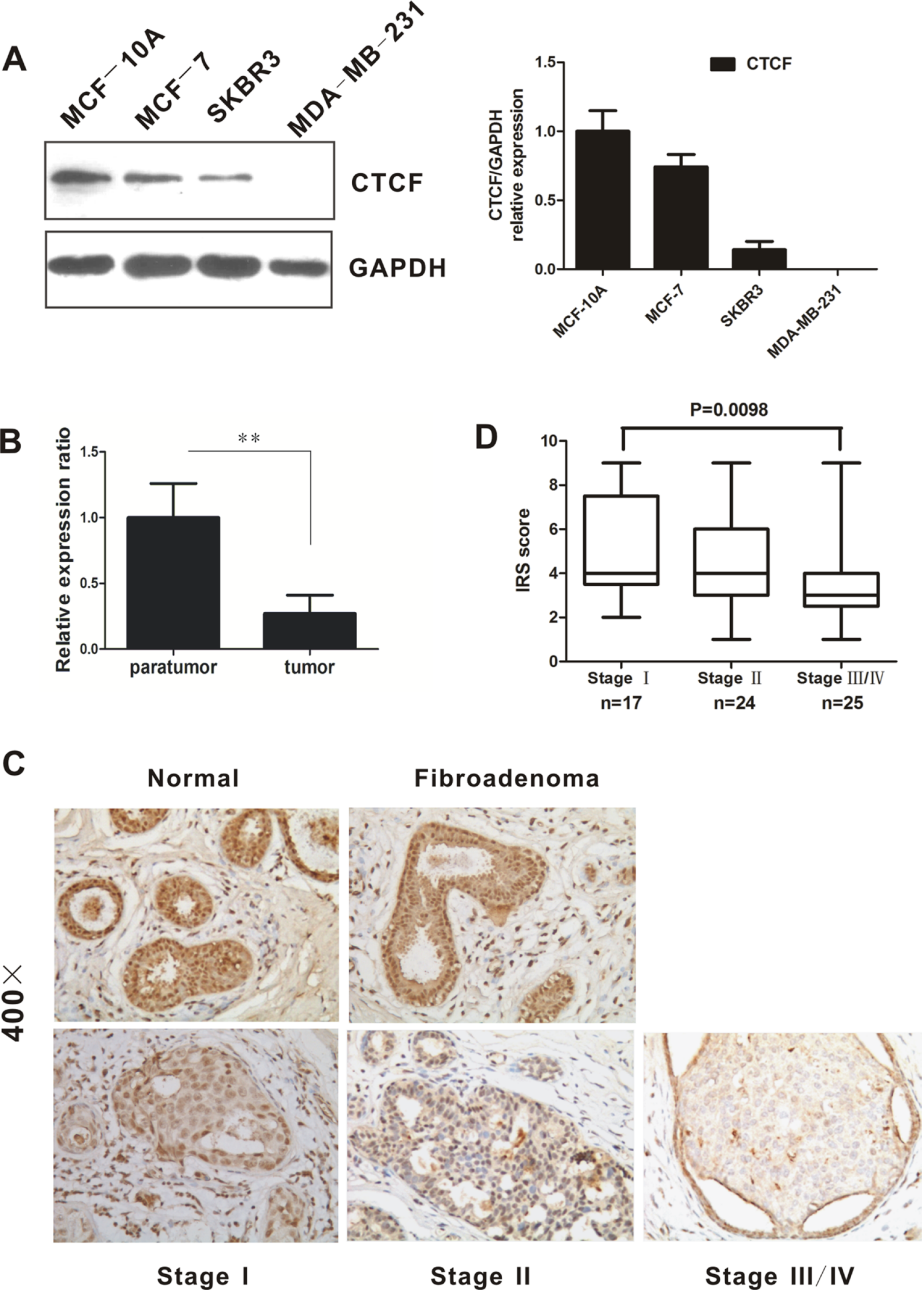
CTCF expression is downregulated in breast cancer tissues and cell lines (**A**) CTCF expression in human mammary epithelial cell line MCF-10A and human breast cancer cell lines (non-metastatic MCF-7 and metastatic SKBR3 as well as MDA-MB-231) was evaluated by western blotting analysis. GAPDH was used as an internal control. (**B**) Real-time quantitative PCR was used to detect the *CTCF* mRNA level in 20 fresh breast carcinoma tissues and corresponding peritumoral tissues. (**C**) Representative images of immunohistochemical staining for CTCF in normal breast tissues, fibroadenoma, and tumor tissues at the indicated clinical stages (×400). (**D**) Immunoreactive score (IRS) of CTCF protein expression in patients at different clinical stages. **indicates *P* < 0.01.

### Correlation between CTCF expression and clinicopathological parameters in breast cancer

To investigate the clinical significance of CTCF downregulation in breast cancer, we analyzed the potential association between CTCF levels and clinical characteristics of paraffin-embedded breast cancer tissue specimens obtained from 66 patients (17, 24, and 25 cases at stage I, II, and III/IV, respectively) (Table 1). No significant correlation was observed between CTCF levels and age, estrogen receptor, progesterone receptor, or human epidermal growth factor receptor-2 (HER-2) status, whereas a low CTCF level was associated significantly with pTNM stage (*P* = 0.043) and pathological differentiation (*P* = 0.029). Furthermore, the immunoreactive score of Remmele and Stegner (IRS) statistics for CTCF also indicated that the level of CTCF was downregulated significantly in stage III/IV tumors compared with that in stage I tumors (Figure 1D, *P* = 0.0098).

**Table 1:** The association between CTCF expression and clinicopathological factors in patients with breast cancer

Characteristic	*N*	CTCF expression		*P* value
		High	Low	
Age				0.661
< 50	34	11	23	
> 50	32	12	20	
pTNM stage				0.043
I	17	8	9	
II	24	11	13	
III/IV	25	4	21	
Pathological differentiation				0.029
Well/moderate	43	19	24	
Poor	23	4	19	
ER status				0.147
Negative	31	8	23	
Positive	35	15	20	
PR status				0.450
Negative	30	9	21	
Positive	36	14	22	
HER-2 status				0.552
Negative	34	13	21	
Positive	32	10	22	

ER: estrogen receptor; PR: progesterone receptor; HER-2: human epidermal growth factor receptor-2.

To determine the effect of CTCF on survival of breast cancer patients, we generated Kaplan–Meier survival curve of 3,951 patients with breast cancer with low or high CTCF expression using Kaplan–Meier Plotter (www.kmplot.com/analysis). The results showed that higher *CTCF* mRNA expression in patients with breast cancer correlated with an improvement in relapse-free survival (Supplementary Figure 2).

### CTCF suppresses breast cancer progression

Our findings suggested an involvement of CTCF in breast cancer progression; therefore, we assessed the functional role of CTCF in the phenotype of breast cancer cells both *in vitro* and *in vivo*, via lentivirus-mediated knockdown and overexpression of *CTCF*, using MCF-7 and MDA-MB-231 cells lines as a model system. Given the significant difference in CTCF protein levels between non-metastatic MCF-7 and metastatic MDA-MB-231, we selected these two cell lines for subsequent functional studies. Knockdown of *CTCF* promoted MCF-7 tumorigenicity and cell proliferation (Figure 2A, 2C and 2D). By contrast, ectopic overexpression of *CTCF* attenuated MDA-MB-231 tumorigenicity and cell proliferation (Figure 2B, 2E and 2F).

**Figure 2:**
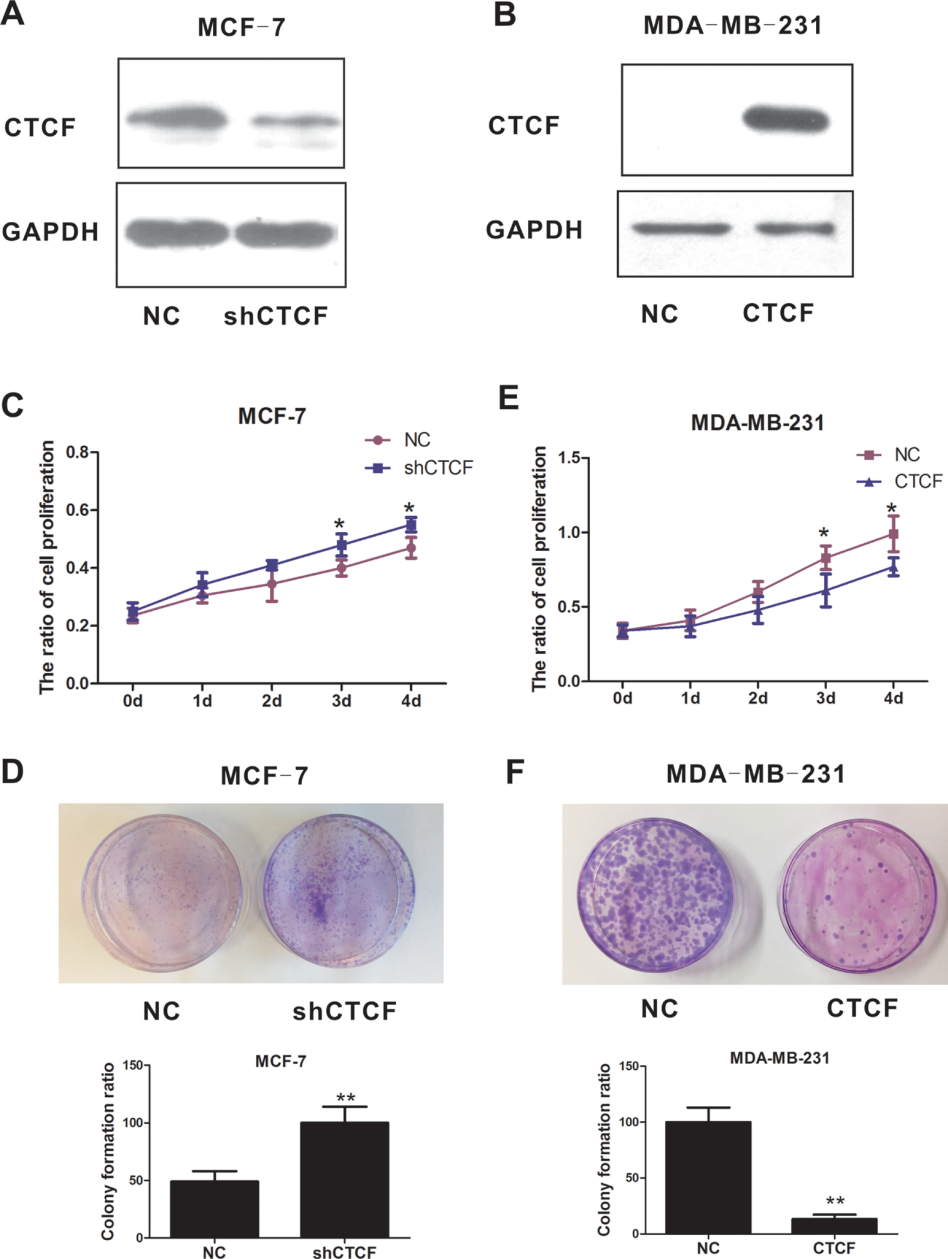
CTCF suppresses breast cancer cell proliferation and tumorigenicity Western blotting analysis confirmed *CTCF* knockdown in MCF-7 cells stably infected with lentiviral particles carrying the shCTCF vector (**A**) and overexpression in MDA-MB-231 cells stably infected with lentiviral particles carrying the *CTCF* vector (**B**). The effect of *CTCF* knockdown (**C**) and overexpression (**D**) on breast cancer cell proliferation was determined by the MTT assay. The effect of *CTCF* knockdown (**E**) and overexpression (**F**) on tumorigenicity of breast cancer cells was detected using a colony formation assay. *P indicates < 0.05, **indicates *P* < 0.01.

To determine if CTCF also inhibits metastasis and invasion in breast cancer, we performed wound healing and Transwell assays *in vitro*. As expected, *CTCF* knockdown enhanced MCF-7 cell migration and invasion (Figure 3A and 3B), while *CTCF* overexpression inhibited MDA-MB-231 cell migration and invasion (Figure 3C and 3D).

**Figure 3:**
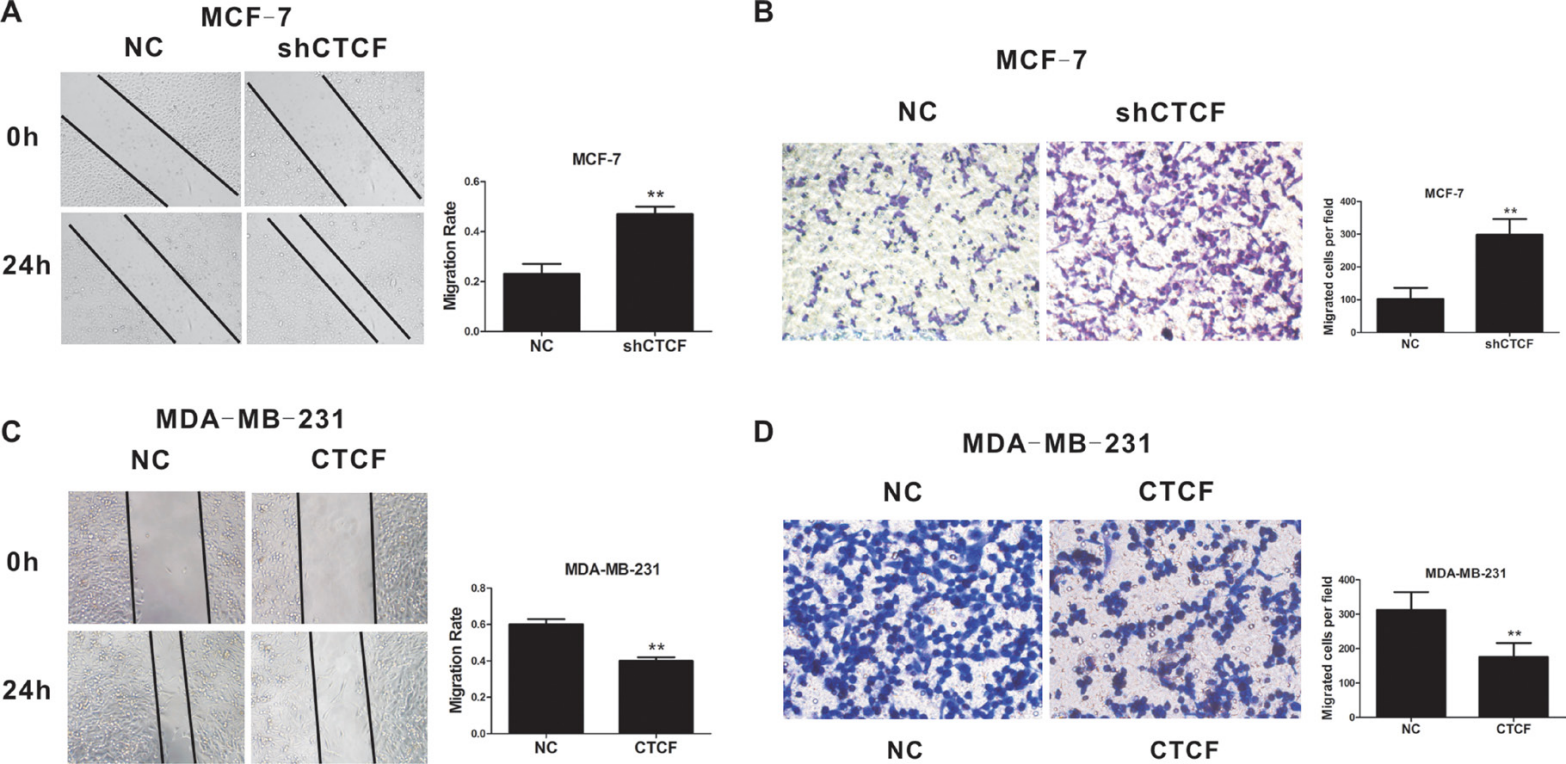
CTCF inhibits breast cancer cell migration and invasion Wound healing (**A** and **C**) and Transwell (**B** and **D**) assays were performed to detect the effect of *CTCF* knockdown (**A** and **B**) and overexpression (**C** and **D**) on migration and invasion in breast cancer cells. The left panel is a representative image and the right panel shows the average number per field. **indicates *P* < 0.01.

To confirm the tumor suppressor role of CTCF *in vivo*, we established a xenograft model by inoculating nude mice with MDA-MB-231-CTCF or control cells. The *in vivo* assay indicated that enforced *CTCF* expression suppressed tumor growth significantly in the xenograft nude mouse model (Figure 4A–4E). Taken together, these results suggested that CTCF functions as a tumor suppressor and plays a pivotal role in breast cancer progression.

**Figure 4:**
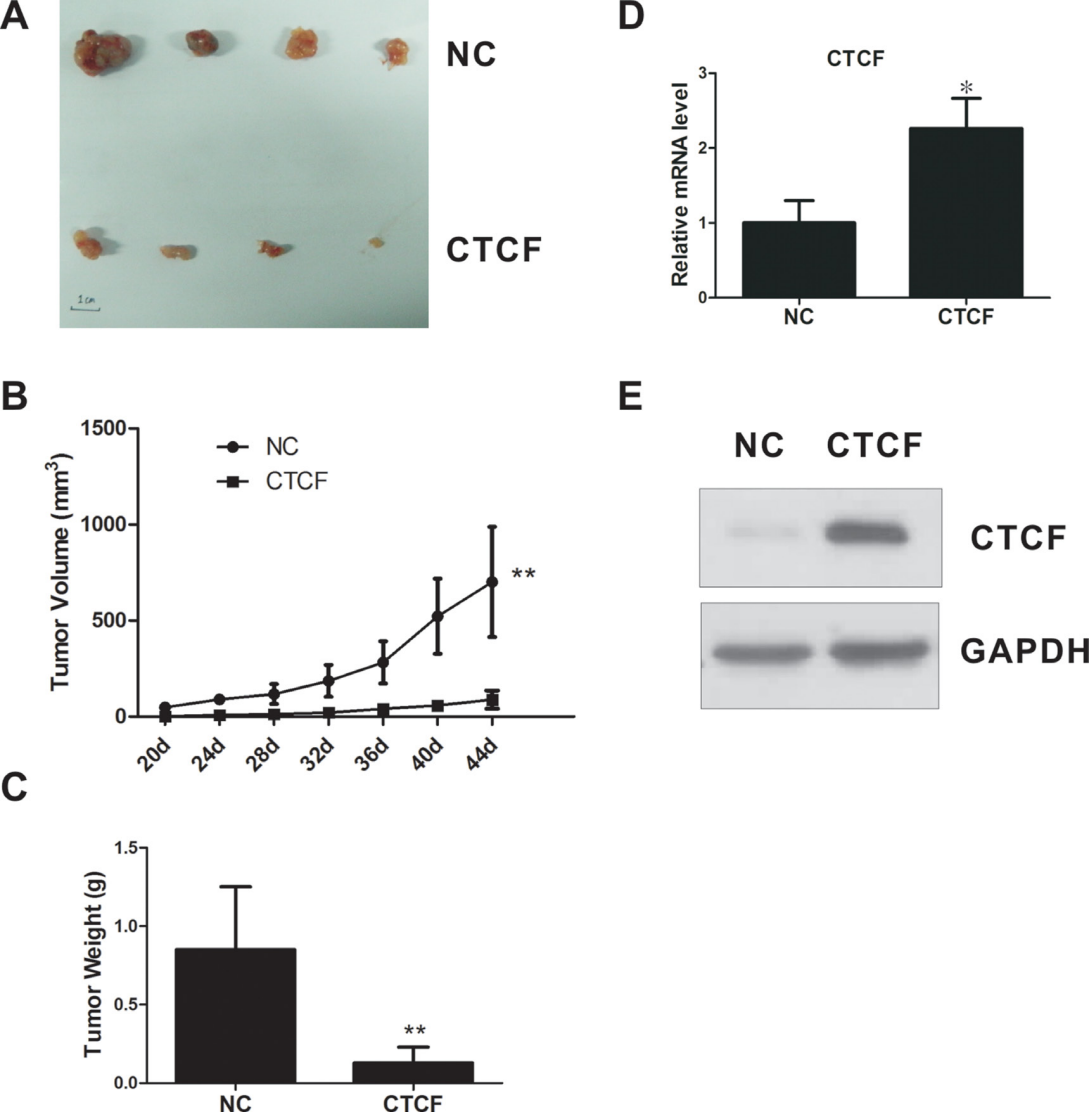
CTCF inhibits tumorigenicity of breast cancer cells *in vivo* (**A**) A xenograft nude mouse model was inoculated with either *CTCF*-overexpressing MDA-MB-231 cells or control cells (*n* = 5/group) and the tumor was isolated on day 44. (**B**) Xenograft tumor growth curves. (**C**) Mean weights of xenografts tumors. (**D** and **E**) CTCF mRNA and protein levels in xenograft tumors were measured using qRT-PCR and western blotting analysis. * indicates *P* < 0.05, **indicates *P* < 0.01.

### CTCF downregulates multiple target genes of NF-κB by inhibiting the activation of RELA (p65)

We next investigated the underlying mechanism involved in CTCF-mediated inhibition of migration and invasion in breast cancer cells. 

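MDA-MB-231, a metastatic human breast cancer cell line without estrogen and progesterone receptors, was infected with a negative control (NC) or a CTCF overexpression (CTCF-OE) lentivirus, and RNA from 3 samples per group was hybridized to 6 Affymetrix PrimeView arrays. CTCF, the zinc finger protein that binds insulators and the anchors of chromatin loops, did not read higher in the arrays labelled CTCF-OE. Its only probe set on the array read 463, 442 and 489 in the NC arrays and 399, 388 and 399 in the arrays labelled CTCF-OE. This was a log2 fold change of -0.23 (standard error 0.047, adjusted p = 0.0639 from limma), and the 3 lower values did not overlap the 3 higher ones (exact two-sided permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The sources used here do not give the place of this probe set in the transcript. By the paper's methods the transgene holds the full-length coding sequence, which a probe set outside that sequence would not read. That would explain the absence of a rise, but not by itself a fall. The western blot of the paper (Figure 2B) showed more CTCF protein in the cells with the CTCF lentivirus, which runs with the labels and does not settle the matter. The groups are therefore named by their labels throughout, and every direction below is that of the arrays labelled CTCF-OE against the NC arrays.

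A probe set on this array is a group of short oligonucleotides that read a stretch of a transcript. The deposited values were probe set intensities on a linear scale, already brought to a common level by the authors, with array medians between 83.4 and 84.5. The text of the paper does not name the method. After 102 control probe sets were left out, 49293 were tested on log2(intensity + 1) with limma, with Benjamini-Hochberg adjustment, so that small intensities have slightly smaller fold changes than without the added 1. Of these, 45064 were annotated to 1 gene symbol, 1756 to several and 2473 to none listed, and no gene was named from a probe set with several. For counts of genes, the probe set with the highest mean over the 6 arrays stood for each of 18155 genes. Probe sets were called at an adjusted p under 0.05 and a fold change above 1.3; the text of the paper gives P under 0.05 with the same fold change and does not say whether P was adjusted.

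Control probe sets for ribosomal RNA differed between the groups, whereas those for ACTB and GAPDH did not differ by more than their standard errors. The 5′ probe set of 28S ribosomal RNA read 5700 ± 19.4 (SD, n = 3) in the NC arrays and 4371 ± 46.5 (SD, n = 3) in the arrays labelled CTCF-OE, a log2 fold change of -0.38 (standard error 0.034). The middle probe set of 18S ribosomal RNA had a log2 fold change of -0.22 (standard error 0.058). Over 18 probe sets for added control RNAs, the median absolute log2 difference was 0.0188 to 0.0345 between arrays of the same group. Between arrays of different groups it was 0.0335 to 0.0801. These RNAs do not come from the cells, so a technical difference that runs with the groups is not ruled out for shifts of this size. Among the 24646 brighter probe sets, the median SD on the log2 scale was 0.0503 in the NC arrays and 0.0335 in the others, and the NC arrays had the larger SD in 68.0% of them. The paper states in general that its data come from at least 3 independent experiments, and no source used here says of the arrays whether the replicates came from separate cultures, so the p-values measure only the spread between these arrays, which may be technical, and the 3 arrays per group limit the precision.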

Using total RNA isolated from *CTCF*-overexpressing and control MDA-MB-231 cells, we performed a cDNA microarray analysis to identify differentially expressed genes and pathways induced by CTCF. The global gene expression profiling identified 198 differentially expressed genes (fold change > 1.3 and *P* < 0.05). Among them, 65 genes were upregulated and 133 genes were downregulated (Figure 5A, Supplementary Table 1). 

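More transcripts fell than rose in the arrays labelled CTCF-OE. Of the 49293 probe sets, 314 passed both thresholds in limma, 220 lower and 94 higher, and 16 of them changed more than 2-fold. EGR1, an immediate early zinc finger transcription factor, fell the most: its brightest probe set read 493 ± 21.2 (SD, n = 3) in the NC arrays and 83.9 ± 7.78 (SD, n = 3) in the arrays labelled CTCF-OE. Its log2 fold change at that probe set was -2.54 (standard error 0.072, adjusted p = 0.000102 from limma). ASNS, which makes asparagine from aspartate and is induced when amino acids are short, fell by 1.06 on the log2 scale (standard error 0.057), from 523 ± 26.1 to 250 ± 13.3 (SD, n = 3 each). DHRS2, a short-chain dehydrogenase, fell by 1.12 (standard error 0.086) and GDF15, a stress-induced cytokine of the TGF-β family, by 1.06 (standard error 0.059) at its most changed probe set, against -0.63 at its brightest and a median of -0.33 for its 4 others.

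ETV7, an ETS family transcription factor, fell by 1.46 (standard error 0.142) at a dim probe set that read 46.5 ± 5.85 in the NC arrays and 16.3 ± 3.33 in the others (SD, n = 3 each), and the median of its 6 other probe sets was -0.11. In all 314 called probe sets the 3 values of 1 group lay beyond the 3 values of the other, as they did in 24.4% of all probe sets tested, where chance gives 10%. These directions are those of the labels, with which the paper's western blot of CTCF (Figure 2B) runs and CTCF's own lower probe set does not. With any 1 array left out the limma fit called fewer, from 144 (without CTCF-OE replicate 1) to 244 (without NC replicate 2). Such a fit has fewer arrays, and 137 of the 144 were among the 314.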

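The largest rise in the arrays labelled CTCF-OE was smaller than the largest fall. APOL6, a member of the apolipoprotein L family, read 51.3 ± 3.43 in the NC arrays and 114 ± 5.67 in the arrays labelled CTCF-OE (SD, n = 3 each), a log2 fold change of 1.14 (standard error 0.062, adjusted p = 0.000932 from limma). GNB4, a G protein β subunit, rose by 1.01 on the log2 scale (standard error 0.060) at its most changed probe set, against a median of 0.30 for its 3 others. TRMT2B, a tRNA methyltransferase, rose by 0.80 (standard error 0.065), and by 0.35 at its other probe set. SSR3, a subunit of the translocon-associated complex of the endoplasmic reticulum, rose by 0.72 (standard error 0.054) at its most changed probe set. The median of its 3 others was 0.26, with 0.06 at its brightest. NOX5, a calcium-regulated NADPH oxidase, rose by 0.63 (standard error 0.051), against a median of 0.29 for its 2 others. The other called rises among the 10 largest were BDP1, NDP, NFIA, GTF2H3 and PSMB2, between 0.59 and 0.66. The median of the gene's other probe sets was 0.20 for BDP1, 0.03 for NFIA, 0.36 for GTF2H3 and 0.05 for PSMB2, and NDP has 1 probe set.

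Counted by gene, with the brightest probe set standing for each, 98 genes passed both thresholds, 85 lower and 13 higher. Where any called probe set made a gene count, there were 205 genes, 132 lower and 73 higher, a rule chosen after the data were examined. Many rises were not shared by the gene's other probe sets. APOL6 was called higher at 2 of its 5 probe sets and had a log2 fold change of -0.16 at its brightest. A called probe set was taken as followed where the median log2 fold change of the gene's other probe sets, leaving out those in the dimmest 20% of the array, had the same sign and at least 0.333 of its size. Of the 179 called falls with such other probe sets, 145 were followed (81.0%), and of the 80 called rises, 36 (45%). Several called probe sets can belong to 1 gene and follow each other. With each gene counted once, by its brightest called probe set, a count chosen after the result was seen, 75 of 105 falls (71.4%) and 26 of 65 rises (40%) were followed (two-sided Fisher's exact test, p = 6.02e-05). RAP1A, a small GTPase of the Ras family, fell by 2.50 on the log2 scale (standard error 0.046) at 1 probe set, from 1799 ± 66.9 to 317 ± 11.0 (SD, n = 3 each), whereas its 3 other probe sets had log2 fold changes of 0.02, 0.01 and -0.01. These directions rest on the group labels; the western blot of CTCF (Figure 2B) runs with them, and the lower reading of CTCF's own probe set is unexplained.

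**Figure D1:**
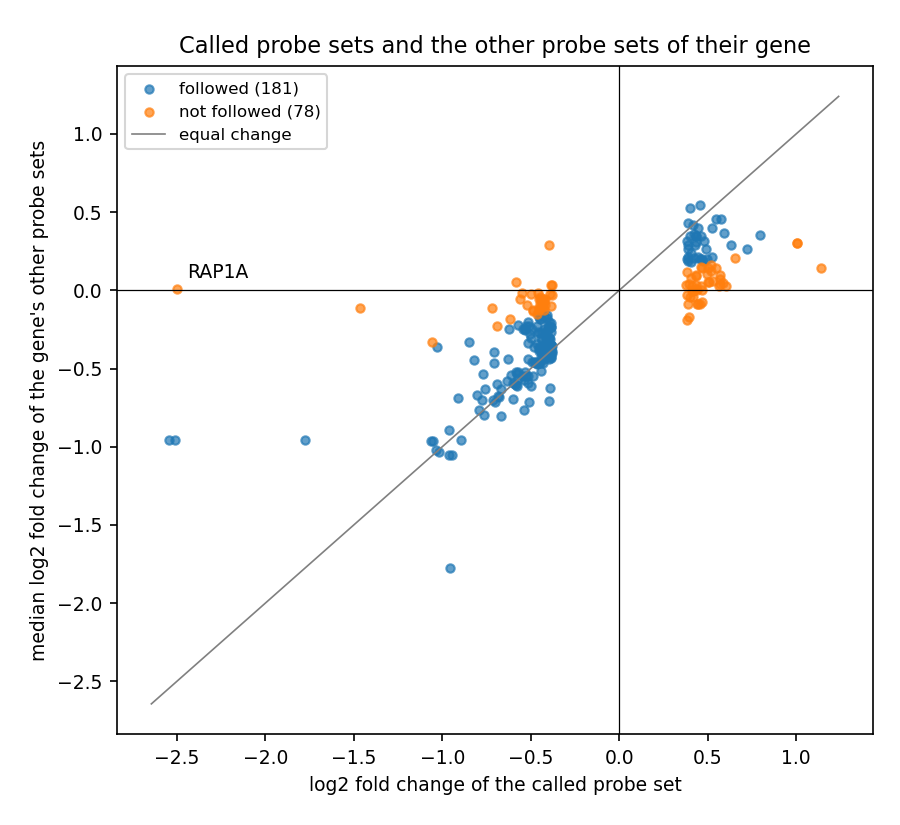
Each point is a called probe set whose gene has other probe sets: the horizontal axis gives its log2 fold change (labelled CTCF-OE minus NC) and the vertical axis the median log2 fold change of the others. The 181 followed points lie toward the line of equal change and the 78 others closer to 0 or beyond it, with RAP1A at -2.50 against 0.01.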

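Genes of the antiviral and inflammatory responses were lower in the arrays labelled CTCF-OE. IFIH1 (MDA5) and RIGI (RIG-I), the cytosolic sensors of long double-stranded RNA and of 5′-triphosphate RNA, read 767 ± 12.8 and 1686 ± 38.7 in the NC arrays and 531 ± 16.1 and 1209 ± 23.2 in the others (SD, n = 3 each). IFIH1 fell by 0.53 on the log2 scale (standard error 0.037, adjusted p = 0.00250 from limma) and RIGI by 0.48 (standard error 0.036). DHX58 (LGP2), which modulates both sensors, and IFNL1, a type III interferon, each fell by 0.45. Of the 19 genes measured in a list of RNA sensing and interferon induction, 5 were lower and 0 higher at an adjusted p under 0.05 over all genes in limma, and 7 lower and 1 higher when adjusted over the list alone. Against all other genes the list was lower (median log2 fold change -0.05; adjusted p = 4.94e-05 from camera with a preset correlation, adjusted p = 0.0373 with an estimated correlation). It did not pass without the genes of Supplementary Table 1, which were chosen on these arrays (adjusted p = 0.0969 from camera, the highest of the alternatives that changed 1 choice, which began at 8.58e-06).

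Interferon-stimulated genes fell with the sensors. GBP5, an interferon-induced GTPase, fell by 0.91 on the log2 scale, ISG20, an exonuclease that degrades single-stranded RNA, by 0.61, and OASL, a relative of the oligoadenylate synthetases, by 0.50. Of 57 such genes, 22 were lower and 0 higher over all genes, and 32 were lower and 1 higher when adjusted over the list alone (median -0.17; adjusted p = 1.80e-21 from camera, 0.0233 with an estimated correlation). Among cytokines, IL1A, which signals through the interleukin 1 receptor, fell by 0.88, CCL5, a chemokine for T cells and monocytes, by 0.82, and CXCL3, a neutrophil chemokine, by 0.68. Of 43 cytokines and chemokines, 16 were lower and 0 higher over all genes, and 21 were lower and 1 higher when adjusted over the list alone (median -0.17; adjusted p = 6.60e-12 from camera, 0.0233 with an estimated correlation). The lists were fixed before the data were examined, but Supplementary Table 1 and Table 2 had been seen. The directions follow the labels, with the western blot of CTCF (Figure 2B) on their side and CTCF's own lower probe set unexplained.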

Biological functional analysis of these differentially expressed genes using gene ontology (GO) and pathway enrichment analyses identified the top 10 most suppressed pathways, including colorectal cancer metastasis signaling (Supplementary Figure 3). Furthermore, disease and functional analysis showed that the significantly activated functions included organismal death (Z-score = 3.409) and morbidity or mortality (Z-score = 3.383), while the significantly suppressed functions were migration of smooth muscle cells (Z-score = −3.373) and survival of the organism (Z-score = −3.332) (data not shown). 

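Genes of invasion and of the epithelial-mesenchymal transition changed in both directions in the arrays labelled CTCF-OE. EGFR, the epidermal growth factor receptor, fell by 0.38 on the log2 scale (standard error 0.050, adjusted p = 0.0183 from limma), and PLAUR, the urokinase receptor that focuses proteolysis at the cell surface, by 0.29 (standard error 0.045). IL11, a cytokine that osteolytic breast cancer cells secrete, fell by 0.26, and SNAI2 (Slug), a repressor of E-cadherin, by 0.21. MMP1, the interstitial collagenase, rose by 0.18 (standard error 0.032), from 5231 ± 36.3 to 5934 ± 96.6 (SD, n = 3 each). Of the 53 genes measured, 4 were lower and 1 higher over all genes, and 5 were lower and 2 higher when adjusted over the list alone. As a whole the list was not past the threshold against other genes (median -0.01; adjusted p = 0.662 from camera), although on balance its genes moved down (adjusted p = 0.0161 from fry, which makes no comparison with other genes). Of 24 genes that report ERK activity, 1 was lower over all genes, and 5 were lower and 3 higher when adjusted over the list alone (adjusted p = 0.0702 from camera). This list passed as lower with an intensity trend (adjusted p = 0.0198 from camera), without NC replicate 1 (0.0318) and with fry (0.00538), and its alternatives reached 0.384. CTCF's own probe set was lower under the same label, unlike its protein in the western blot (Figure 2B), and whether it reads the transgene is not known.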

Overall, these results suggested that CTCF might inhibit metastasis by regulating the expression of these genes.

**Figure 5:**
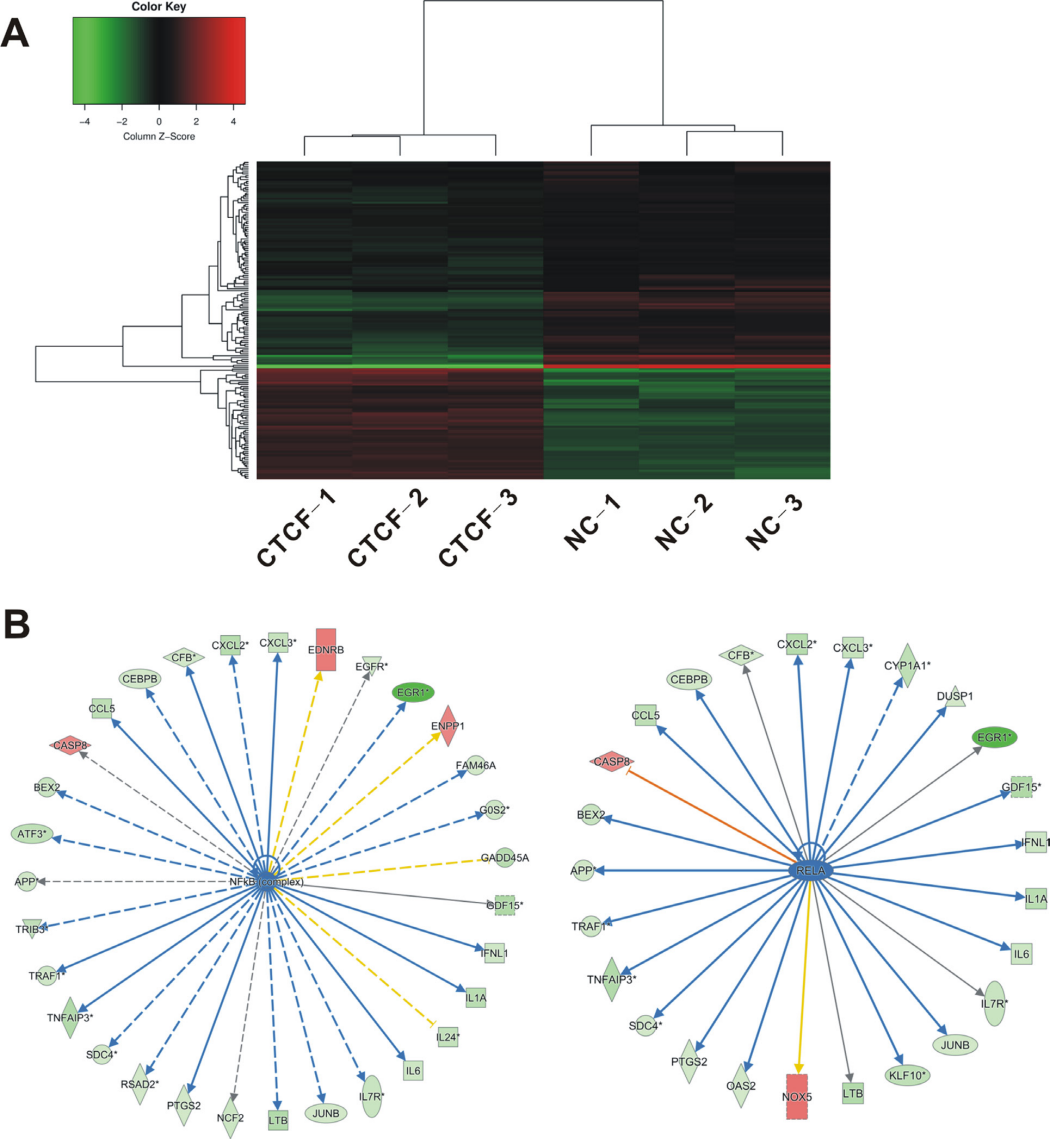
Identification of differentially expressed genes in MDA-MB-231 cells overexpressing CTCF Total RNA was extracted from the *CTCF*-overexpressing MDA-MB-231 cells and control cells, and gene expression microarray was performed as described in “Materials and Methods”. (**A**) Changes in gene expression > 1.3 fold and *P* < 0.05 are illustrated by a heat map. Green indicates relatively low expression and red indicates relatively high expression. (**B**) Of 198 differentially expressed genes, 36 are target genes of the NF-κB complex or RELA (p65). Green indicates downregulated genes and red indicates upregulated genes.

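NF-κB is a family of dimeric transcription factors that drive inflammatory and survival genes. Its targets were lower in the arrays labelled CTCF-OE. TNFAIP3 (A20), a ubiquitin-editing enzyme that ends NF-κB signalling, and CXCL2, a neutrophil chemokine, are both targets, and CXCL2 read 953 ± 62.2 in the NC arrays and 512 ± 4.09 in the others at its brightest probe set (SD, n = 3 each). IL6, a cytokine that signals through STAT3, fell by 0.53 on the log2 scale (standard error 0.035, adjusted p = 0.00187 from limma), and CCL20, the ligand of CCR6, by 0.53 (standard error 0.074). ICAM1, an adhesion molecule for leukocytes, fell by 0.33, and IRF1, a transcription factor shared with the interferon response, by 0.29.

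Of the 71 measured genes in a list of NF-κB targets, 59 had a log2 fold change below 0. At an adjusted p under 0.05 in limma, 27 were lower and 0 higher over all genes, 11 of them beyond 1.3-fold, and 39 were lower and 1 higher when adjusted over the list alone. The list was lower than other genes (median -0.17; adjusted p = 7.08e-21 from camera, 0.0158 with an estimated correlation). Of its 59 members outside Supplementary Table 1, 16 were lower and 0 higher, with a median of -0.13. The direction is that of the labels, under which CTCF's own probe set was lower as well, without a known reason, and its protein higher in the western blot (Figure 2B).

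**Figure D2:**
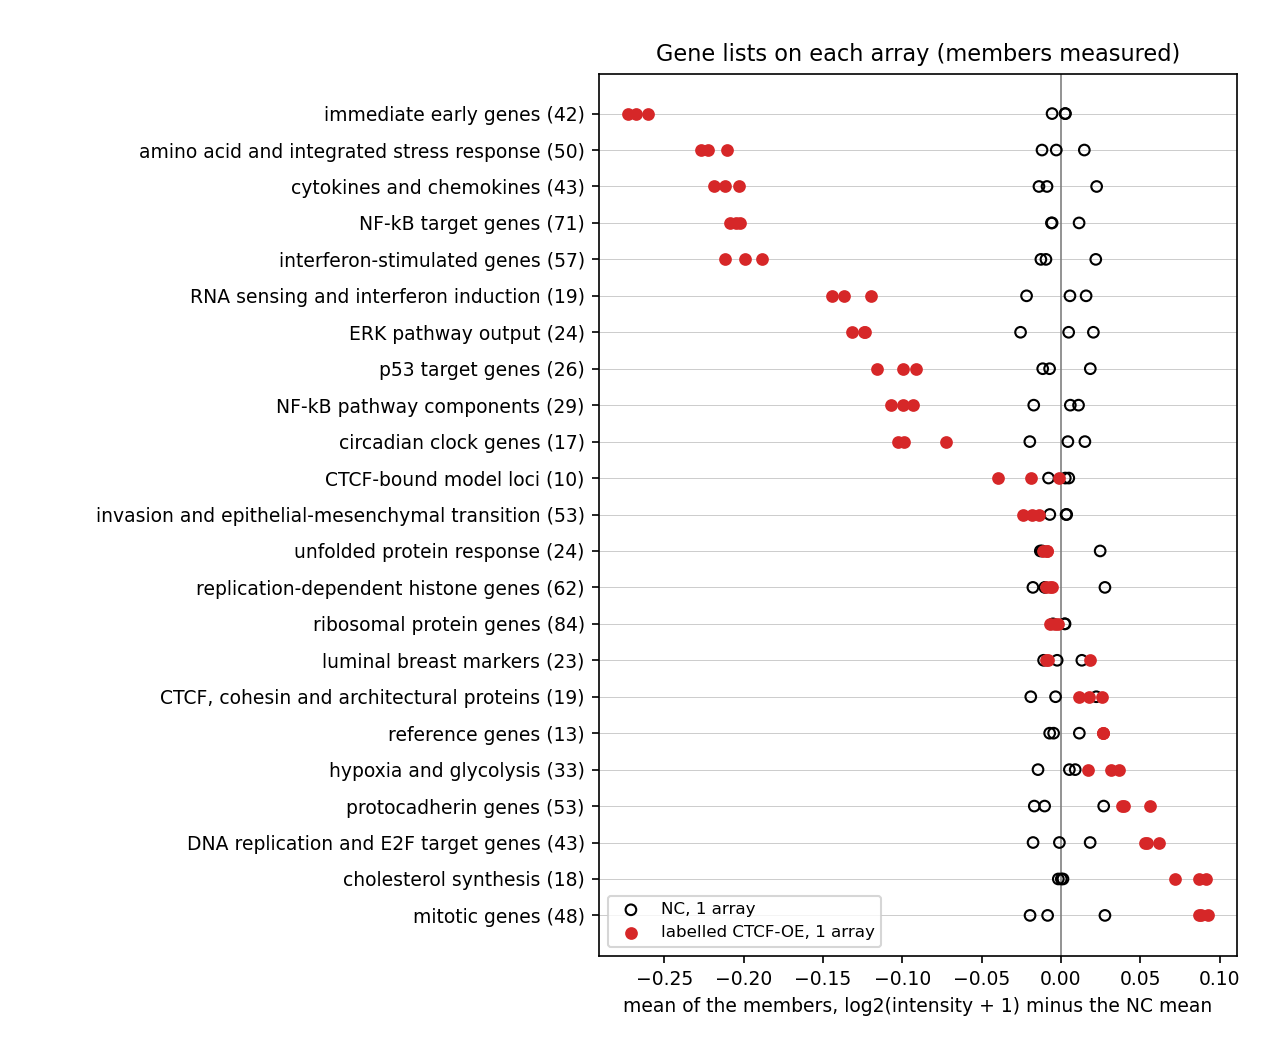
Mean log2 signal of gene lists in each of the 6 arrays, relative to the mean of the NC arrays.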

We noted that more than 18% (36/198) of the differentially expressed genes corresponded to the target genes of NF-κB or RELA (p65) subunit, and most of these genes were downregulated upon *CTCF* overexpression (Figure 5B). In addition, analysis of the microarray data for upstream regulation factors revealed inhibition of genes involved in the activation of NF-κB signaling pathway, including NF-κB complex and the RELA (p65) subunit (Supplementary Figure 4). 

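Some genes that encode the NF-κB pathway were lower in the arrays labelled CTCF-OE. RELA, which encodes p65, had a log2 fold change of -0.13 (standard error 0.038, adjusted p = 0.149 from limma) at its brightest probe set and -0.06 at each of its other probe sets. RELB, the partner of p52 in the noncanonical pathway, fell by 0.30 (standard error 0.040, adjusted p = 0.0197), NFKBIA, the inhibitor IκBα, by 0.30 (standard error 0.036), and NFKB1, the precursor of p50, by 0.24 (standard error 0.034). These 3 are themselves NF-κB targets. Of the 29 components measured, 3 were lower and 0 higher over all genes, none beyond 1.3-fold, and 9 were lower and 0 higher when adjusted over the list alone (median -0.08; adjusted p = 3.03e-06 from camera, 0.0510 with an estimated correlation). Arrays read mRNA and not the phosphorylation of p65, through which the paper proposes that CTCF acts on NF-κB. The direction is that of the labels here too, with which the western blot of CTCF (Figure 2B) runs and its own probe set does not.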

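The 30 genes of Table 2 were chosen on these same arrays, so their counts are not independent evidence. At the probe sets of Supplementary Table 1, 25 were called lower and 1 higher in the arrays labelled CTCF-OE with limma, and 4 were not called. EDNRB, the endothelin B receptor, was the gene called higher, by 0.52 on the log2 scale (standard error 0.051, adjusted p = 0.00729 from limma). KLF10, a zinc finger repressor induced by TGF-β, fell by 0.79 (standard error 0.045), TRIB3, a pseudokinase induced by stress, by 0.77 (standard error 0.054), and IL7R, the interleukin 7 receptor, by 0.63 (standard error 0.034). SDC4, a heparan sulfate proteoglycan of focal adhesions, was the brightest and read 6273 ± 119 in the NC arrays and 4708 ± 66.9 in the others (SD, n = 3 each). Of the 30 genes, 12 belong to the list of NF-κB targets used here. The directions are those of the labels, with the open question of CTCF's own lower probe set against the western blot (Figure 2B).

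**Figure D3:**
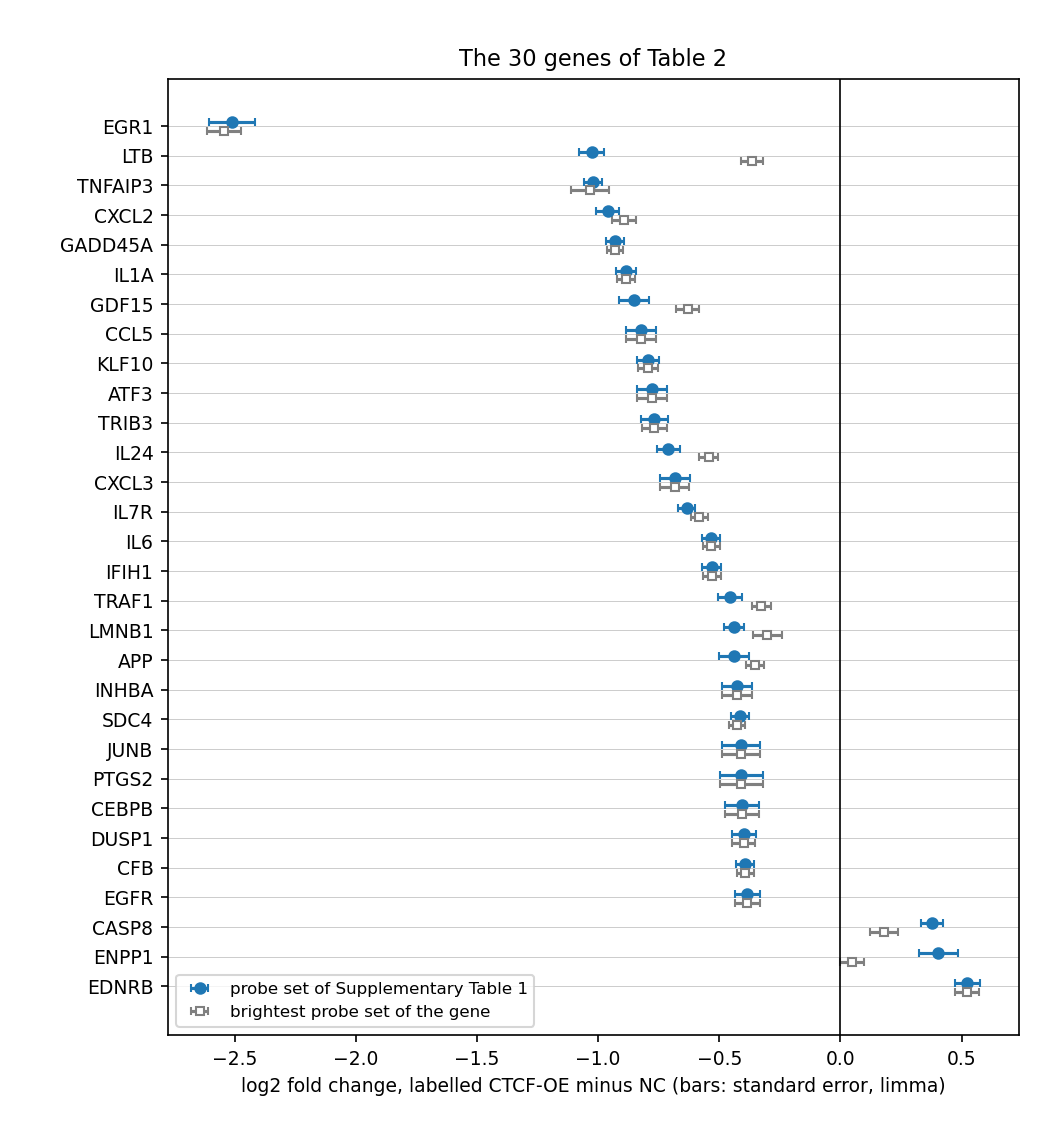
Log2 fold change (labelled CTCF-OE minus NC) of the 30 genes at the probe set of Supplementary Table 1 and at the brightest probe set of each gene.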

In the subsequent qRT-PCR validation, we selected 30 NF-κB target genes associated with proliferation and metastasis (Table 2). The qRT-PCR analysis showed that *CTCF* overexpression in MDA-MB-231 cells resulted in a significant downregulation of most of the NF-κB target genes (Figure 6A). 

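For several of the 30 genes the array result depended on the probe set. LTB, lymphotoxin β, had a log2 fold change of -1.03 at the probe set of Supplementary Table 1 and -0.36 at its brighter probe set. LMNB1, a lamin of the nuclear envelope, had -0.44 and -0.30 (adjusted p = 0.0607 from limma at the latter), and TRAF1, an adaptor of TNF receptors, -0.46 and -0.33. APP, the amyloid precursor, had -0.44 and -0.35. CASP8, the initiator caspase of death receptors, rose by 0.38 at the listed probe set, a 1.30-fold change that stayed just under the threshold, and by 0.18 at the brightest. ENPP1, an ectonucleotidase, had 0.40 (standard error 0.081, adjusted p = 0.0639 from limma) at the listed probe set and 0.05 (adjusted p = 0.670 from limma) at the brightest. JUNB, a subunit of AP-1, and PTGS2, cyclooxygenase 2, fell by 0.41 (adjusted p = 0.0533 from limma) and 0.41 (adjusted p = 0.0754), with SDs of 24.3 and 12.9 in the NC arrays against 1.71 and 1.38 in the others (n = 3 each). With the brightest probe set for each gene, 21 of the 30 were called lower, 1 higher and 8 not. Without the fold threshold, 25 had an adjusted p under 0.05 from limma, and 27 had a log2 fold change below 0. LTB, TRAF1 and APP missed the fold threshold only (adjusted p = 0.0145, 0.0130 and 0.00856 from limma). The open question of CTCF's own probe set applies to these directions; the paper's qRT-PCR of these genes (Figure 6A) runs with the labels for most of them, which does not settle it.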

Among the 30 target genes, the qRT-PCR results for 22 of them were consistent with the GeneChip results. 

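EGR1, TNFAIP3 and GADD45A were lower at the mRNA level in the arrays labelled CTCF-OE, at almost every probe set that measured them. At its probe set in Supplementary Table 1, EGR1 read 200 ± 12.3 in the NC arrays and 34.3 ± 4.41 in the others (SD, n = 3 each), a log2 fold change of -2.51 (standard error 0.094, adjusted p = 0.000223 from limma), and 5 of its 6 probe sets were lower. TNFAIP3 read 240 ± 2.42 and 118 ± 2.17 (SD, n = 3 each), a log2 fold change of -1.02 (standard error 0.036), and both of its probe sets were lower. GADD45A, a stress sensor that arrests the cell cycle, has 1 probe set, which read 2223 ± 41.8 and 1165 ± 16.7 (SD, n = 3 each), a log2 fold change of -0.93 (standard error 0.036). CTCF's own probe set was lower under this label too, and the array does not show whether it reads the transgene; the paper's qRT-PCR (Figure 6A) runs with the labels for most of its genes.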

We also detected the encoded protein levels of several selected genes, including early growth response protein 1 (EGR1), tumor necrosis factor alpha-induced protein 3 (TNFAIP3), and growth arrest and DNA-damage-inducible alpha (GADD45A), which are important NF-κB target genes and showed maximum changes in their expression (Table 2). Western blotting analysis showed that the protein levels of EGR1, TNFAIP3, and GADD45A were also downregulated in *CTCF*-overexpressing MDA-MB-231 cells (Figure 6B).

**Table 2:** Selected NF-κB target genes related to cell proliferation and metastasis influenced by CTCF overexpression in MDA-MB-231 cells

Gene symbol	Entrez gene ID	Fold change	*P* value
*EGR1*	NM_001964	−5.8429036	0.00072380295
*LTB*	NM_002341	−2.0426607	0.00080019515
*TNFAIP3*	NM_006290	−2.0378265	0.0002301113
*CXCL2*	NM_002089	−1.947091	0.00072380295
*GADD45A*	NM_001924	−1.9072746	0.00035669992
*IL1A*	NM_000575	−1.8493568	0.0006018482
*GDF15*	NM_004864	−1.8099316	0.0014306399
*CCL5*	NM_002985	−1.7817189	0.0014670709
*KLF10*	NM_005655	−1.7360209	0.0007831317
*ATF3*	NM_001030287	−1.7178577	0.0016058085
*TRIB3*	NM_021158	−1.7063142	0.0012432608
*IL24*	NM_001185156	−1.6383375	0.00093471195
*CXCL3*	NM_002090	−1.6109521	0.0018206392
*IL7R*	NM_002185	−1.5548722	0.00026126512
*IL6*	NM_000600	−1.4467697	0.0006270534
*IFIH1*	NM_022168	−1.4459864	0.000837096
*EDNRB*	NM_001201397	1.4439552	0.001778671
*TRAF1*	NM_005658	−1.3759115	0.0021421628
*LMNB1*	NM_005573	−1.357773	0.0010687009
*APP*	NM_201414	−1.3555276	0.005037326
*INHBA*	NM_002192	−1.3478045	0.005553174
*JUNB*	NM_002229	−1.3321716	0.013992447
*SDC4*	NM_002999	−1.332132	0.00073019817
*PTGS2*	NM_000963	−1.332128	0.0211235
*ENPP1*	NM_006208	1.3278843	0.016963318
*CEBPB*	NM_001285879	−1.3265668	0.009680476
*DUSP1*	NM_004417	−1.319924	0.0027198044
*CFB*	NM_001710	−1.3132958	0.00087543245
*EGFR*	NM_005228	−1.3061141	0.0036412638
*CASP8*	NM_001080125	1.3000749	0.0020934197

**Figure 6:**
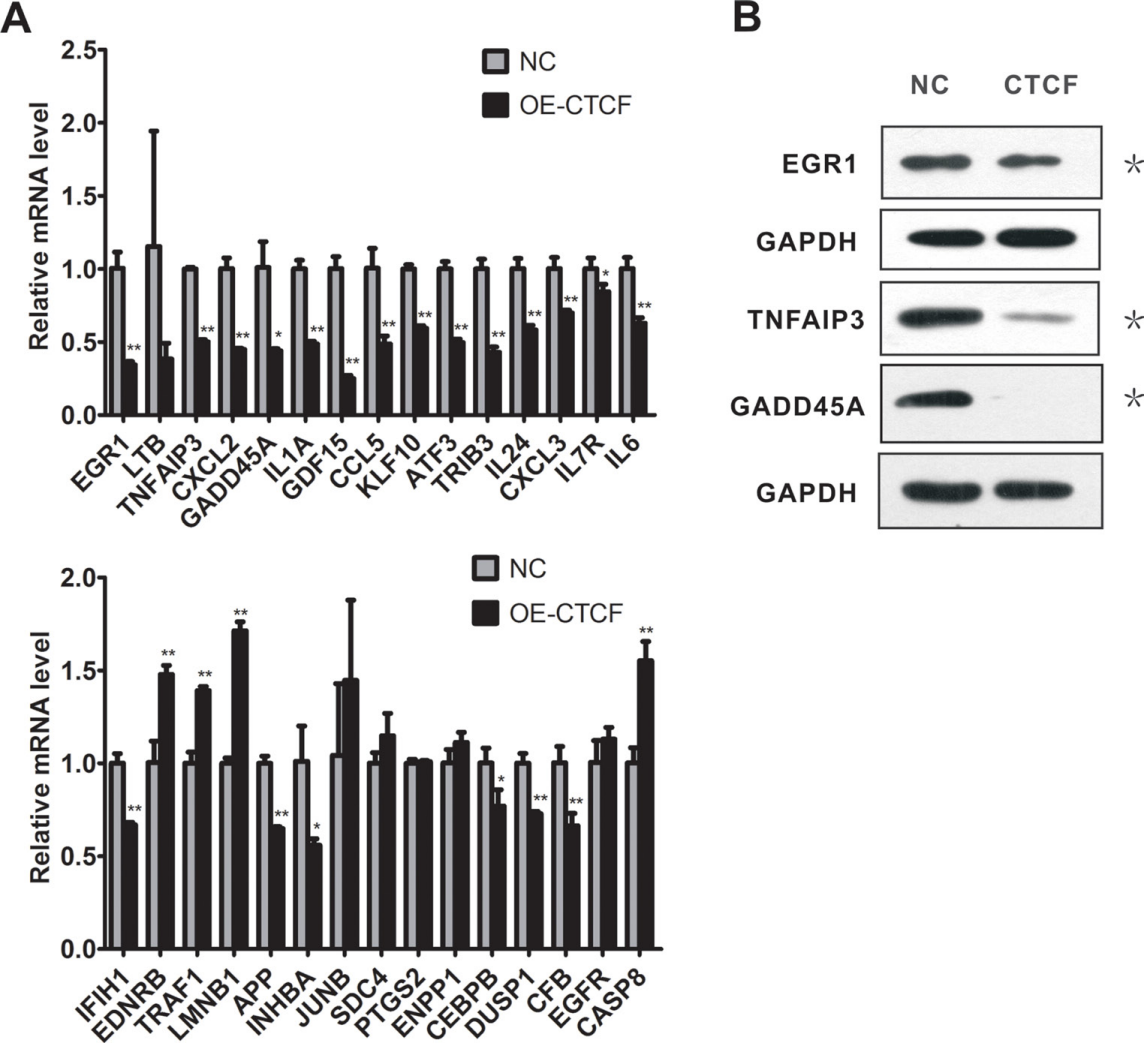
CTCF overexpression downregulates multiple NF-κB target genes in MDA-MB-231 cells (**A**) Real-time RT-PCR analysis of the expression of NF-κB target genes identified by the cDNA microarray in the *CTCF*-overexpressing and control MDA-MB-231 cells. (**B**) Western blotting analysis of the expression of three NF-κB target genes in the *CTCF*-overexpressing and control MDA-MB-231 cells. *indicates *P* < 0.05, **indicates *P* < 0.01.

As NF-κB p65 subunit phosphorylation is the main marker of NF-κB activation, we examined the effect of CTCF on p65 phosphorylation in MCF-7 and MDA-MB-231 cells. Western blotting analysis showed that the ectopic overexpression of *CTCF* attenuated p65 phosphorylation, whereas knockdown of *CTCF* promoted p65 phosphorylation (Figure 7A). Moreover, the luciferase assay using a luciferase reporter construct bearing six canonical NF-κB p65 binding sites indicated that the downregulation of phospho-p65 (Ser536) induced by *CTCF* overexpression resulted in a significant reduction in luciferase activity (Figure 7B). To further establish the physical and functional interaction between p65 Ser536 and the differentially expressed NF-κB target genes, we performed a chromatin immunoprecipitation (ChIP) assay using the *TNFAIP3* gene as an example. Real-time ChIP-PCR showed that the occupancy of the *TNFAIP3* promoter by p65 was decreased in MDA-MB-231 cells in response to *CTCF* overexpression (Figure 7C).

**Figure 7:**
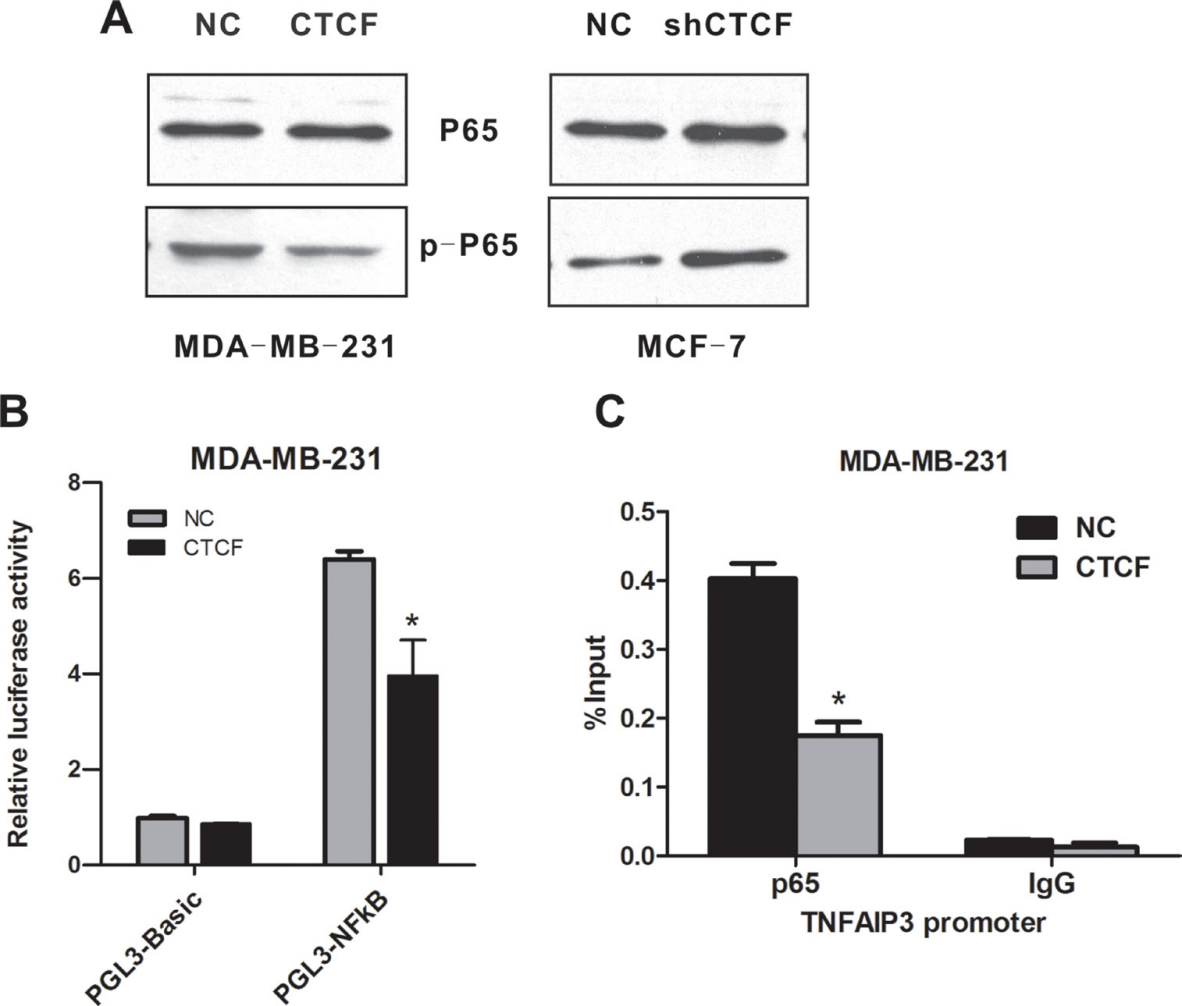
CTCF inhibits NF-κB (p65) activation (**A**) The levels of p65 and p-p65 in the *CTCF*-overexpressing MDA-MB-231 cells and *CTCF*-knockdown MCF-7 cells were detected using western blotting analysis. (**B**) *CTCF*-overexpressing and control MDA-MB-231 cells were transiently transfected with either empty vector pGL3-Basic or luciferase reporter pGL3-NFkB bearing six canonical NF-kB binding sites. Forty-eight hours after transfection, the luciferase activity was measured. (**C**) ChIP analysis was performed to detect p65 occupancy at the *TNFAIP3* promoter in the *CTCF*-overexpressing and control MDA-MB-231 cells. Data represent three independent experiments. Error bars represent the standard error of the mean. *indicates *P* < 0.05.

## DISCUSSION

Several studies have identified that *CTCF* deletions or mutations are associated with human breast carcinogenesis [23, 25]. However, the precise role of CTCF in breast cancer and the underlying molecular mechanism remain largely unknown. In this study, we showed that CTCF protein levels, but not mRNA expression, were downregulated in breast cancer cells, indicating that post-transcriptional CTCF regulation plays an important role in breast cancer cells. In addition, CTCF levels in breast cancer lesions were significantly lower than those in peritumoral tissues. IHC analysis showed that the decrease in CTCF level was associated significantly with pTNM stage and pathological differentiation. Analysis of the publicly available datasets (Kaplan-Meier Plotter) revealed a correlation between a decreased CTCF mRNA level and poor prognosis in breast cancer patients. However, we found no significant difference in CTCF mRNA levels in three breast cancer cell lines examined. The differences between cell lines and tissues may be explained by the differences in cellular environment, cell type and genetic background. Taken together, these findings provided strong evidence that the downregulation of CTCF enhances breast cancer progression.

In agreement with previous studies in other human cancers [24, 26], we found that CTCF might inhibit cell proliferation in breast cancer cells. We reported, for the first time, that *CTCF* knockdown increased cell migration and invasion in breast cancer cells. By contrast, CTCF overexpression markedly reduced the migration and invasion of cancer cells *in vitro* and tumorigenicity *in vivo*. Thus, our *in vivo* results were consistent with those observed *in vitro*, further confirming that CTCF suppresses the tumorigenicity of breast cancer cells. Our findings indicated a tumor suppressor role of CTCF in the development and progression of breast cancer. A recent study reported that CTCF exhibits oncogenic activity that enhances the aggressiveness and progression of neuroblastoma by promoting growth, invasion, and metastasis in neuroblastoma cells [27]. Thus, CTCF may play different roles in different cancers.

Aberrant or constitutive activation of NF-kB in breast cancer cells is associated with high malignancy and the promotion of osteolytic bone metastasis [28, 29]. RELA (p65), the major transactivating subunit of NF-κB, is responsible for the activation of downstream genes that participate in multiple cellular processes related to carcinogenesis [30]. Transcriptional profile analysis and real-time PCR verification revealed the downregulation of several NF-κB target genes in *CTCF*-overexpressing MDA-MB-231 cells. Microarray data analysis of upstream regulation factors indicated the CTCF-mediated inhibition of the NF-κB complex and RELA (p65) activation, which was validated by the luciferase reporter assay. CTCF is thought to decrease p65 phosphorylation and attenuate its DNA-binding ability. The mechanisms underlying CTCF’s inhibition of NF-κB activity will be explored in future studies, including the possibility of physical interaction. Does CTCF bind to NF-kB promoter/enhancer region? Does it need co-activators/co-repressors? These questions are all the directions of our future studies. The results of the present study suggested that the CTCF/NF-κB pathway might be involved in the development of breast cancer. Interestingly, *CTCF* has been reported as a downstream target gene of the NF-κB pathway and NF-κB has been shown to mediate the upregulation of *CTCF* expression directly [31, 32]. Thus, our results suggest that it would be reasonable to investigate whether CTCF and NF-κB exist in a feedback regulatory loop and to analyze their regulatory effect on each other.

In this study, CTCF induced the inhibition of several NF-κB target genes, which further confirmed the CTCF-mediated inhibition of NF-κB activity. The majority of the altered target genes are associated with proliferation and metastasis. The most affected genes included *TNFAIP3*, *EGR1*, and *GADD45a*. *TNFAIP3*, also known as A20, encodes an ubiquitin-editing enzyme and its overexpression is associated with breast cancer aggressiveness [33]. EGR1 is a mammalian nuclear transcription factor with an indispensable role in breast cancer proliferation, migration, chemoinvasion, and angiogenesis [34–36]. GADD45a is reported to promote Myc-driven breast cancer, resulting in increased tumor vascularization and growth [37]. Taken together, CTCF acts as a tumor suppressor in breast cancer by inhibiting the activation of NF-κB (p65) and its target genes. Thus, CTCF might be an effective therapeutic target for the treatment of breast cancer.

## MATERIALS AND METHODS

### Cell culture and plasmid constructs

MCF-7, MDA-MB-231, and 293T cells were maintained in Dulbecco’s Modified Eagle’s Medium (DMEM, GIBCO). SKBR3 cells were cultured in Roswell Park Memorial Institute (RPMI)-1640 medium (GIBCO). All media were supplemented with 10% fetal bovine serum (FBS, HyClone). The human epithelial breast cell line, MCF-10A, was maintained in DMEM containing 0.5 μg/mL hydrocortisone, 10 μg/mL insulin, 20 ng/mL human epidermal growth factor (EGF), and 5% heat-inactivated horse serum. All cell lines were obtained from the Cell Resource Center, Peking Union Medical College. Cell lines were free of mycoplasma contamination, according to PCR analysis. The species of origin was confirmed using PCR, and the identity of the cell lines was authenticated using short tandem repeat (STR) profiling (FBI, CODIS). The full-length *CTCF* coding sequence was synthesized chemically and subcloned into lentivirus vector GV358 (GeneChem, Shanghai, China). MDA-MB-231 cells stably expressing *CTCF* and control cells were established by lentivirus-mediated gene transfer.

### Tissue samples

We analyzed retrospectively the clinicopathological data of 66 patients diagnosed with breast cancer who underwent surgical resection at the Department of Breast surgery, Peking Union Medical College Hospital from January to October 2014. All specimens were determined as invasion ductal carcinoma by pathological examinations. Informed consent was obtained from each patient included in this study, and the study, along with the procedures used, was approved by the Institutional Research Ethics Committee of PUMCH. Tumors were classified histologically according to the TNM staging criteria from the American Joint Committee on Cancer (AJCC). Tumor grade was evaluated as per the World Health Organization (WHO) criteria.

### Immunohistochemistry (IHC) assay

Immunohistochemistry was performed according to the standard protocol. Briefly, sections of paraffin-embedded tissue (4-μm thick) were deparaffinized with xylene and hydrated in gradient diluted alcohol solutions. Endogenous peroxidase was blocked by incubation in 3% hydrogen peroxide. High-pressure cooking was applied to retrieve the antigen and 5% normal goat serum was used to block non-specific protein binding. Slides were incubated with the primary anti-CTCF antibodies (1:100, Millipore) overnight at 4°C, followed by probing with anti-rabbit secondary antibodies for 1 h. Finally, all slides were stained with diaminobenzidine and counterstained with hematoxylin. Slides incubated with phosphate-buffered saline (PBS) instead of primary antibody were used as the negative control. The intensity of staining was graded according to the following criteria: 0 (no staining), 1 (weak staining = light yellow), 2 (moderate staining = yellow brown), and 3 (strong staining = brown). The proportion of positive-staining tumor cells was scored as follows: 0 (no positive cells), 1 (< 10% positive cells), 2 (10–50% positive cells), and 3 (> 50% positive cells). The IRS was calculated by multiplying the staining intensity and staining-positive proportion scores, with an IRS ≤ 4 considered as low expression and > 4 as high expression.

### RNA isolation and quantitative reverse transcription polymerase chain reaction (qRT-PCR)

Total RNA was extracted using the Trizol reagent (Life Technologies, Carlsbad, CA, USA) and first strand complementary DNA (cDNA) generated by the Reverse Transcription System (Takara) in a 20-µL reaction containing 2 µg total RNA, according to the manufacturer’s protocol. Real-time PCR was performed on a Roche LightCycler 480 using a SYBR Green reaction mix (Takara). Values are shown means and standard deviations (SD) of the results from at least three independent experiments. All primer sets are available upon request.

### RNA interference and lentivirus package

Cell lines stably expressing CTCF and negative control (NC) small hairpin RNA (shRNA) were established using a lentivector-based shRNA expression system. CTCF- or NC-shRNA were inserted into the lentivirus expression plasmid GV248 (GeneChem, Shanghai, China) with the following sequences: shCTCF, 5′-GGTGTAAAGAAGACATTCC-3′ and non-silencing shRNA, 5′-TTCTCCGAACGTGTCACGT-3′. Plasmids were transfected into 293T cells along with packaging plasmids pHelper 1.0 and pHelper 2.0 (pVSVG-I and pCMVΔR 8.92 plasmids, respectively). Viral supernatants were collected after 48 h of transfection to infect breast cancer cells MCF-7, as described in the supplier’s protocol. *CTCF* knockdown efficiency was determined by qRT-PCR and western blotting.

### Western blotting analysis

Whole cell lysates were used for western blotting analysis as previously described [38, 39], with glyceraldehyde 3-phosphate dehydrogenase (GAPDH) used as a loading control. The anti-CTCF antibody (07–729) was obtained from Millipore, while antibodies against EGR1 (ab54966), TNFAIP3 (ab74037), GADD45A (ab180768), and p65 (ab16502) were obtained from Abcam; a GAPDH monoclonal antibody (SC-32233) and rabbit or mouse secondary antibodies were purchased from Santa Cruz Biotechnology. The anti-phospho-NF-κB p65 (Ser536) (93H1) antibody was obtained from Cell Signaling.

### 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay

MCF-7 or MDA-MB-231 cells were seeded at 5,000 cells/well into 96-well plates in 200 μL fresh medium. After incubation for an appropriate interval, a 20-μL stock MTT solution (5 mg/mL) was added to each well. Following incubation for 4 h, the medium was aspirated and cells were treated with 150 μL dimethyl sulfoxide for 10 min. The absorbance of each well was measured at a wavelength of 490 nm. All experiments were conducted in triplicate and repeated three times.

### Colony formation assays

MCF-7 or MDA-MB-231 cells were plated at 500 or 100 cells into 60-mm dishes and cultured for 7 or 14 days, respectively. Colonies were fixed with methyl alcohol for 30 min, stained with Giemsa for 30 min, and counted. Colonies containing at least 50 cells were scored. Each assay was performed in triplicate.

### Transwell assay

Cell invasion was assessed using the Transwell assay. MCF-7 or MDA-MB-231 cells were harvested after trypsinization and washed with a serum-free medium containing 0.1% bovine serum albumin. Cells were diluted to 5 × 10^5^ cells/mL and 100 μL of the cell suspension was seeded on the top of Matrigel invasion chambers (8 μm pore size, Corning, Cat No. 354480). The lower chamber was filled with 600 μL medium containing 10% FBS. After incubation for 24 h at 37°C, cells from the upper chamber were gently removed with a cotton swab. The filter was fixed with 4% paraformaldehyde for 15 min, stained with 500 μL 0.1% crystal violet for 15 min, washed with PBS, and counted under a light microscope to determine cell invasion. All experiments were conducted in triplicate and repeated three times.

### Wound healing assay

MCF-7 or MDA-MB-231 cells were seeded into a 6-well plate and grown to 90% confluence in a complete medium. Cells were wounded using a plastic tip, washed with PBS to remove cell debris, and incubated in low serum medium (0.5% FBS) for up to 24 h. Cells were photographed under a microscope equipped with a camera at different time points.

### Xenograft tumor model

Female BALB/c-nude mice (4–5 weeks old, 14–16 g) were purchased from the Charles River Laboratories of Beijing and housed in barrier facilities with a 12 h/12 h light/dark cycle. All mouse experiments were performed according to the institutional guidelines and approved by the Institutional Animal Care and Use Committee (IACUC). Mice were divided randomly into two groups (*n* = 5/group). For tumor cell implantation, 5 × 10^6^ MDA-MB-231 cells (100 μL volume) transfected with CTCF or NC lentivirus were injected subcutaneously into the mice. Tumors were detected on day 20 after injection and then examined once every 4 days. Tumor length, width, and thickness were measured using a caliper and tumor volume was calculated by the ellipsoid volume calculation formula: 0.5 × (length × width^2^). At day 44 after injection, animals were euthanized and the tumors excised and weighed.

### GeneChip microarray analysis and data normalization

Total RNA from MDA-MB-231 cells transfected with NC- or CTCF-OE-lentivirus (*n* = 3) was extracted using the Trizol reagent. A NanoDrop 2000 and Agilent Bioanalyzer 2100 were used for quantitative and qualitative RNA detection, respectively. The GeneChip PrimeView Human Gene Expression Array (Affymetrix) was used for microarray processing to determine the gene expression profile, according to the manufacturer’s instruction. Significant differences in gene expression between MDA-MB-231 cell treated with NC- and CTCF-OE-lentivirus were identified as follows: *P* < 0.05 and the absolute fold change > 1.3. The GeneChip data has been submitted to the NCBI Gene Expression Omnibus and is accessible through GEO series accession number GSE98337.

### Luciferase reporter assays

Analysis of NF-kB activity was performed by cloning six canonical NF-kB RELA (p65) binding sites upstream of the luciferase gene in the pGL3-basic reporter vector. MDA-MB-231 cells overexpressing *CTCF* were transfected with the luciferase reporter and pRL-TK plasmid. After 48 h, cells were lysed with passive lysis buffer and the lysates were analyzed for both firefly and *Renilla* luciferase activity using a dual-luciferase reporter assay kit (Promega). Luciferase activity was normalized for transfection efficiency using the pRL-TK reporter (Promega) as an internal control. A Centro XS³ LB 960 Microplate Luminometer (Berthold) was used according to the manufacturer’s instructions. The results are expressed as the percentages of relative luciferase activities of the control, which was set as 100%.

### Chromatin immunoprecipitation (ChIP)

The chromatin IP assay was performed as described previously [38]. For quantification of the ChIP assay, real-time PCR was performed with SYBR Green dye on an iCycler iQ (Bio-Rad) system. All quantitative PCR signals from the IP samples were normalized to that of the respective input samples. Values shown are means and SD of the results from ≥ 3 independent experiments. The anti-p65 antibody (ab7970) for ChIP was obtained from Millipore. Primers used for the *TNFAIP3* promoter were 5′-CAGCCCGACCCAGAGAGTCAC-3′ and 5′-CGGGCTCCAAGCTCGCTT-3′.

### Statistical analysis

Data are presented as mean ± SD of at least three independent experiments for each group. A chi-squared exact test and Spearman’s correlation were applied to analyze the association between CTCF expression and various clinicopathological parameters. Differences were compared using two-sample *t*-tests or analysis of variance (ANOVA) for independent samples. For all analyses, a value of *P* < 0.05 was defined as statistically significant.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLE

# Supplementary material for: CCCTC-binding factor inhibits breast cancer cell proliferation and metastasis via inactivation of the nuclear factor-kappaB pathway
**Source:** Oncotarget. 2017 Jul 4;8(55):93516–29. doi: 10.18632/oncotarget.18977
**Supplement:** Supplementary file 1

## CCCTC-binding factor inhibits breast cancer cell proliferation and metastasis via inactivation of the nuclear factor-kappaB pathway

### SUPPLEMENTARY MATERIALS

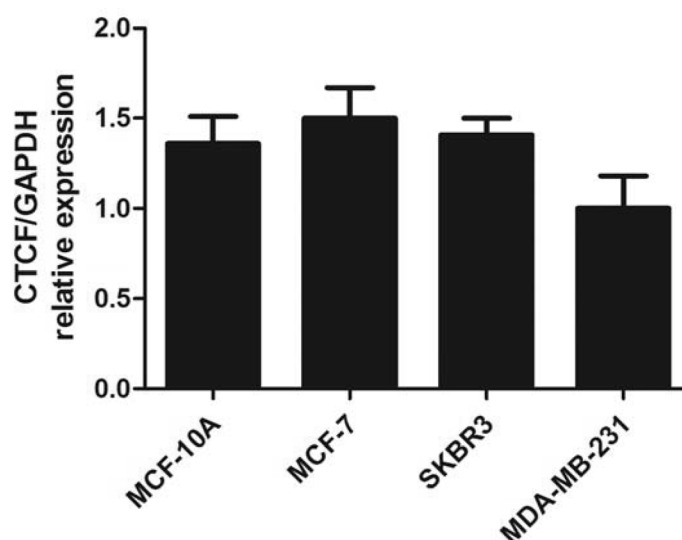

**Supplementary Figure 1: CTCF mRNA expression in breast cancer cells.** qRT-PCR was applied to detect CTCF mRNA expression in breast cancer cells and normal breast epithelial MCF-10A cells. The data are represented as mean  $\pm$  standard deviation (SD) from three independent experiments.

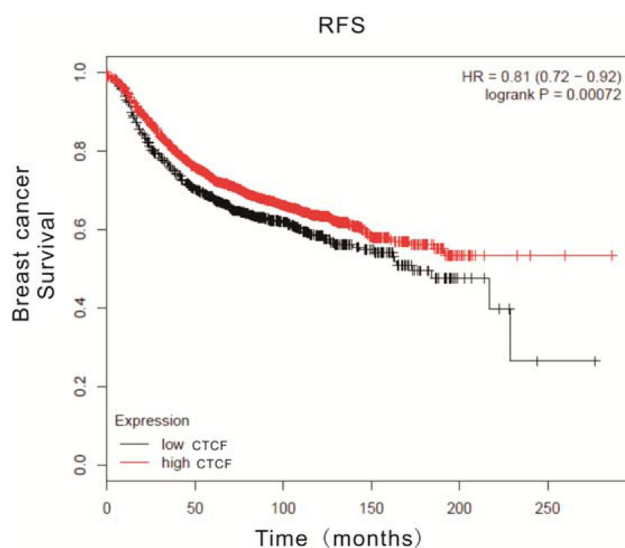

**Supplementary Figure 2: Prognostic significance of CTCF in breast cancer.** The effect of CTCF mRNA expression level on the relapse-free survival (RFS) in 3951 breast cancer patients was analyzed and the Kaplan-Meier survival curve were generated by Kaplan-Meier Plotter (<http://www.kmplot.com>).

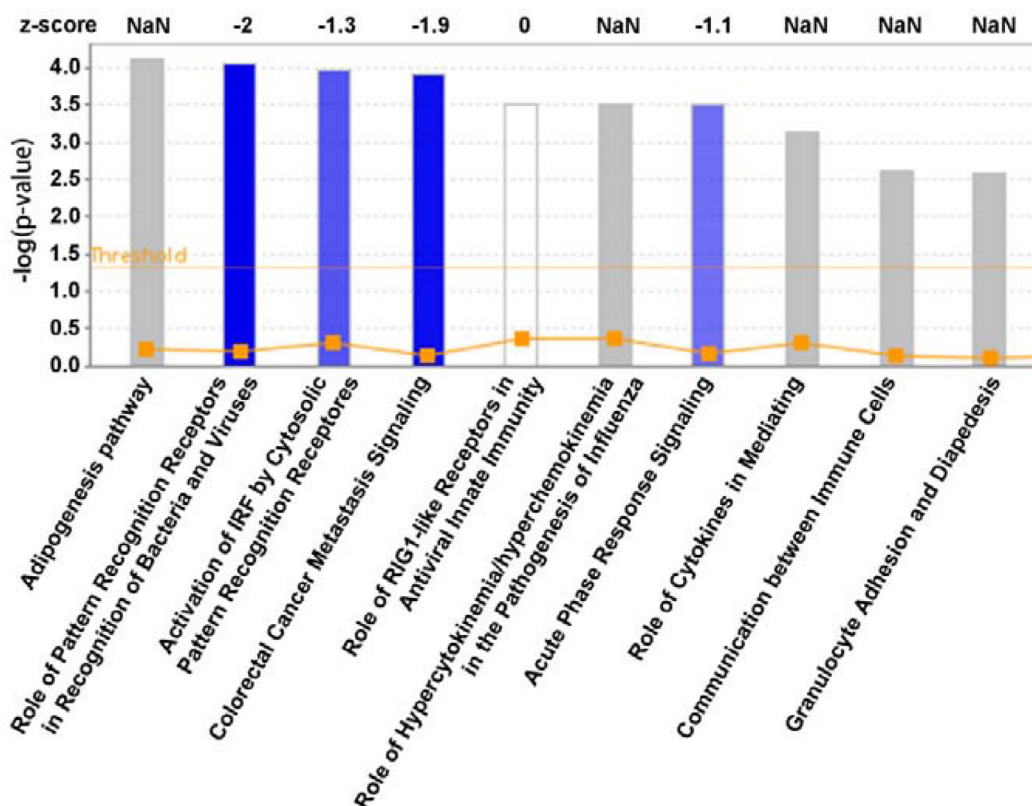

**Supplementary Figure 3: Enrichment of differential gene in classical signal pathway.** The x-axis shows pathways category and the y-axis shows -Log (*P*-value). The larger -Log (*P*-value) indicated a smaller *P* value.

| Upstream Regulator           | Exp Fold Change | Molecule Type                   | Predicted Activation State | Activation z-score | p-value of overlap | Target molecules in dataset | Mech Net |
|------------------------------|-----------------|---------------------------------|----------------------------|--------------------|--------------------|-----------------------------|----------|
| lipopolysaccharide           |                 | chemical drug                   | Inhibited                  | -5.5               | 7.85E-30           | ANGPTL2,APOL6,APP,ARG2,A    | 87       |
| IFNG                         |                 | cytokine                        | Inhibited                  | -5.094             | 1.36E-23           | APOL6,APP,ARG2,ASNS,ATF3    | 79       |
| TLR3                         |                 | transmembrane receptor          | Inhibited                  | -3.78              | 1.82E-23           | ARG2,ARRDC4,ATF3,CCL5,CF    | 61       |
| poly rI.rC-RNA               |                 | biologic drug                   | Inhibited                  | -5.137             | 1.17E-21           | ATF3,CCL5,CEBPB,CFB,CXCL    | 73       |
| TICAM1                       |                 | other                           | Inhibited                  | -3.74              | 1.59E-19           | CCL5,CFB,CH25H,CXCL2,CXC    | 58       |
| Salmonella enterica serotype |                 | chemical toxicant               | Inhibited                  | -3.588             | 4.84E-19           | ARRDC4,ASNS,CCL5,CFB,CX     | 84       |
| TNF                          |                 | cytokine                        | Inhibited                  | -4.937             | 8.66E-19           | APP,ATF3,BTG1,CASP8,CCL5,   | 84       |
| NFkB (complex)               |                 | complex                         | Inhibited                  | -3.714             | 1.94E-18           | APP,ATF3,BEX2,CASP8,CCL5,   | 80       |
| RELA                         |                 | transcription regulator         | Inhibited                  | -4.055             | 1.44E-17           | APP,BEX2,CASP8,CCL5,CEBP    | 81       |
| STAT3                        |                 | transcription regulator         |                            | -0.217             | 3.55E-17           | ARG2,BEX2,CCL5,CEBPB,CFB    | 78       |
| U0126                        |                 | chemical - kinase inhibitor     | Activated                  | 2.475              | 5.39E-17           | ARG2,ATF3,CA9,CCL5,CEBPB,   | 79       |
| beta-estradiol               |                 | chemical - endogenous mammalian |                            | -1.345             | 6.6E-17            | ABLIM1,APP,ATF3,BEX2,BTG1   | 88       |
| TGFB1                        |                 | growth factor                   | Inhibited                  | -3.11              | 9.92E-17           | APP,ASNS,BTG1,CASP8,CCL5    | 96       |
| STAT1                        |                 | transcription regulator         | Inhibited                  | -2.468             | 1.47E-16           | APOL6,BTG1,CASP8,CCL5,CF    | 71       |
| IFNLR1                       |                 | transmembrane receptor          |                            |                    | 1.54E-16           | ATF3,CCL5,CXCL2,CXCL3,IFIH  | 59       |
| MAPK1                        |                 | kinase                          |                            | 0.739              | 1.75E-16           | APOL6,ARG2,ATF3,CCL5,CFB,   | 74       |
| IFNB1                        |                 | cytokine                        | Inhibited                  | -2.638             | 2.38E-16           | CASP8,CCL5,CH25H,CXCL2,C    | 63       |

**Supplementary Figure 4: The top regulators (Ranked by *P*-value) in IPA analysis of expression profiles in CTCF over-expressing and control MDA-MB-231 cells.** Transcriptional profiling in CTCF over-expressing and control MDA-MB-231 cells was carried out by hybridizing to Affymetrix GeneChip PrimeView Human Gene Expression Array (901838) and the chip data were analyzed with the Ingenuity Pathway Analysis Software (IPA). NF-κB pathway including NF-κB complex and RELA (p65) subunit were affected by the over-expression of CTCF.

**Supplementary Table 1: 198 differentially expressed genes were identified by the gene expression profiling analysis.** See Supplementary\_Table\_1

How the deposited data were processed for this re-analysis (not part of the article)

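RNA from MDA-MB-231 cells infected with a negative control lentivirus (NC, 3 samples) or a CTCF overexpression lentivirus (CTCF-OE, 3 samples) had been extracted with Trizol, labelled as biotinylated cRNA and hybridized by the authors to PrimeView arrays. The deposited values are probe set signals on a linear intensity scale with nearly equal distributions in the 6 arrays, so a scaling or normalization between arrays is already in them. The sources used here do not name the software, the background correction or the normalization. All value columns were used, and each was assigned to its group by its label.

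The plan had foreseen log2 values; since the values were linear, log2(intensity + 1) was taken, as the plan provided for that case. The 102 control probe sets were set apart and 49293 probe sets were fitted with limma 3.58.1 in R 4.3.3 (1 coefficient for the group, moderated variances, prior degrees of freedom 2.97, Benjamini-Hochberg adjustment over all probe sets tested). The same fit was made over 18155 genes, each read by its probe set with the highest mean, among probe sets annotated to that gene alone. Calls needed an adjusted p under 0.05 and a fold change above 1.3. With signal in every array, precision is set by the spread between the arrays: a standard error of about 0.03 to 0.06 on the log2 scale for most named genes. The arrays were not treated as paired, since nothing pairs the replicate numbers; after the group means were removed, arrays with the same number correlated across probe sets at 0.038, -0.035 and -0.038.

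The 23 gene lists were tested with camera (preset correlation 0.01), with Benjamini-Hochberg adjustment over the lists: NF-κB targets and pathway components, interferon-stimulated genes, RNA sensing, cytokines, immediate early genes, ERK output, the amino acid and integrated stress response, the unfolded protein response, DNA replication, mitosis, p53 targets, invasion, hypoxia, cholesterol synthesis, CTCF and cohesin, model loci bound by CTCF, luminal markers, the circadian clock, reference genes, replication-dependent histones, protocadherins and ribosomal proteins (taken by name, which also takes in 10 S6 kinases and RPS19BP1). The lists were drawn from textbook knowledge and from the pathways that Supplementary Figures 3 and 4 name, which rest on these same arrays. Some list members are not analysed here. Genes named in the text are those of Table 2 and those the paper names, the 10 largest rises and 10 largest falls among called probe sets without overlap of the groups, and the 4 members with the largest change among those past the threshold in each list. The values of Table 2 and Supplementary Table 1 had been seen when this rule was written. Other list members that the text names were chosen after their values were seen (CCL20, ICAM1, IRF1 and MMP1).

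The procedure was tested on simulated data with 200 probe sets changed 1.5-fold or 2-fold among 49293. A further 107 were changed in genes with several probe sets and 91 in a shifted list. Of those changed 1.5-fold 97% were called, and of those changed 2-fold 97% (194 of 200), as were 104 of the further ones. Of 308 calls, 10 had no change. The shifted list had an adjusted p of 1.36e-24 from camera, and 0 of 20 unshifted lists passed. The simulated noise was independent between probe sets, so the list tests were not tried on correlated genes. In the arrays the estimated correlation was 0.111 for mitotic genes. No changes between 1.3-fold and 1.5-fold were simulated. Alternatives changed 1 choice at a time: the test, the thresholds, the scaling between arrays, filters on dim probe sets, a block for the replicate number, each array left out, the probe set per gene, the test of a list and its members, and the rule for following. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.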

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

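The tests of the lists under an estimated correlation without shared members, and without the genes of Supplementary Table 1 as well, and those against genes of the same signal level were chosen after the other results were seen. The paper discusses neither the gene lists below nor the ribosomal RNA controls, and each differed between the groups. Immediate early genes, which respond to growth factors and stress without new protein synthesis, were lower in the arrays labelled CTCF-OE (camera, adjusted p = 8.73e-17, 0.0121 with an estimated correlation): of 42, 11 were lower and 0 higher over all genes, and 23 lower when adjusted over the list alone. Genes of the amino acid and integrated stress response were lower (camera, adjusted p = 1.67e-16, 0.0158 with an estimated correlation): of 50, 17 were lower and 0 higher, and 25 lower when adjusted over the list alone. Targets of p53 were lower (camera, adjusted p = 0.00302, 0.0942 with an estimated correlation and 0.0625 without the genes of Supplementary Table 1; 3 of 26 lower, 5 when adjusted over the list alone), as were circadian clock genes (camera, adjusted p = 0.0333, 0.123 with an estimated correlation; 4 of 17 lower, and 4 lower and 1 higher when adjusted over the list alone).

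Mitotic genes were higher (camera, adjusted p = 1.04e-11, 0.0697 with an estimated correlation; median 0.10): of 48, 2 were higher over all genes, and 17 were higher and 1 lower when adjusted over the list alone. The paper reports less proliferation of MDA-MB-231 cells with CTCF overexpression (Figure 2), a direction that this small rise does not share. The arrays read mRNA and do not measure proliferation. Genes of DNA replication were higher (camera, adjusted p = 3.75e-05, 0.123 with an estimated correlation; 1 of 43 higher, 1 when adjusted over the list alone), as were those of cholesterol synthesis (camera, adjusted p = 0.000586, 0.0510 with an estimated correlation; 1 of 18 higher, and 2 higher and 1 lower when adjusted over the list alone). The 5′ control probe set of 28S ribosomal RNA was lower, with a log2 fold change of -0.38; no explanation of this was tested.

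Of the lists beside the NF-κB targets, 8 were lower with the preset correlation of camera and 5 with an estimated correlation (not the pathway components, p53 targets and circadian clock genes), and 5 explanations of that were tested. Without any 1 NC array the lists kept at least 0.834 of their median log2 fold change, and the range of the NC arrays reached at most 0.381 of the gap between the groups, which argues against a single NC array and the spread of the NC arrays. Under 3 other scalings the largest adjusted p from camera was 0.0424, but these moved the values too little to test the scaling between arrays. Genes of the same signal level as a list's members had a small share of its median log2 fold change (pathway components 0.0710, interferon-stimulated genes 0.00199, RNA sensing 0.0508, cytokines 0.0201, immediate early genes -0.0112 and stress response -0.00755). Members of these lists lay below them (signed-rank test, adjusted p up to 0.0178). That test takes the members as independent, so its p-values are too small where genes of a list vary together. With this limit, the values argue against scaling by signal level for these lists. It stays open for p53 targets (0.276, signed-rank test, adjusted p = 0.0376) and circadian clock genes (0.0824, signed-rank test, adjusted p = 0.0976). Of the lists, 5 share members with the NF-κB target list, and without these members all 5 were lower with the preset correlation and 2 with an estimated correlation (interferon-stimulated genes, 0.0203, and immediate early genes, 0.0151, but not cytokines and chemokines, 0.0512), as a test of a fall limited to NF-κB target genes. Without the genes of Supplementary Table 1 as well, which include every gene that the paper counts as a target, interferon-stimulated genes (0.0447), immediate early genes (0.0437) and the amino acid and integrated stress response (0.0437) were still lower with an estimated correlation, which argues against a fall limited to these targets for those lists; pathway components (0.153) and RNA sensing, cytokines, p53 targets and circadian clock genes (0.212 each) were not past the threshold, so that for these it stays open, targets in neither source were not removed, and no biological explanation beyond this was tested.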

How the results depend on the processing

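The alternatives were set before their results were seen, except log2 without a pseudocount, the count of a gene where any probe set passes and the agreement with each gene counted once, which were chosen after the data were seen, as was the list of ribosomal proteins without S6 kinases and RPS19BP1. The lists of NF-κB targets, interferon-stimulated genes, cytokines and chemokines, immediate early genes and the amino acid and integrated stress response stayed lower and past the threshold under every alternative that changed 1 choice, with adjusted p up to 0.0158, 0.0233, 0.0233, 0.0121 and 0.0158; with members left out and an estimated correlation together, given above, cytokines and chemokines did not. Under the alternatives, 384 main results stayed the same, 31 moved and 17 were weaker. Of the counts and shares by direction, 131 stayed the same and 66 moved. For single lists not past the threshold in the planned test, 227 values stayed the same, 14 were stronger and 22 reversed. Of the named genes' values 3323 stayed the same, 402 were weaker, 92 stronger and 6 reversed. The cause of these changes was not tested, apart from the smaller number of arrays or the stricter threshold in the alternative itself. Dim signal near background limits the precision of many probe sets.

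Differentially expressed probe sets numbered 149 with the methods' t-test (370 without adjustment, 255 of them lower), 12 with Welch's t-test, 22 with limma treat, 1024 with no fold threshold, 69 with fold above 1.5, 16 with fold above 2, 158 at an adjusted p under 0.01, and 144 to 244 with 1 array left out. Differentially expressed genes numbered 61 with the methods' t-test (113 without adjustment, 97 of them lower), 7 with Welch's t-test, 7 with treat, 385 with no fold threshold, 26 with fold above 1.5, 3 with fold above 2, 205 where any probe set counts, and 61 to 92 with 1 array left out. Of the NF-κB target genes of Table 2, 4 were called with Welch's t-test, 7 with treat, 14 with fold above 1.5 and 3 with fold above 2; by the gene rule 4, 5, 11 and 2. The agreement between probe sets of a gene had p = 0.0549 in Fisher's exact test with fold above 2 and could not be computed with Welch's t-test, which left no call in 1 direction.

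With a replicate block, which assumes a pairing that no source gives, 73 probe sets, 55 genes, 15 of the NF-κB target genes of Table 2 and 11 lists passed; 2 of 6 arrays correlated best with an array of their own number. With the block the adjusted p was 0.0591 for circadian clock genes, 0.989 for luminal breast markers and 0.989 for replication-dependent histone genes.

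With an estimated correlation 6 of the 12 lists passed and 6 did not (NF-κB pathway components 0.0510, DNA replication and E2F target genes 0.123, mitotic genes 0.0697, p53 target genes 0.0942, cholesterol synthesis 0.0510, circadian clock genes 0.123). Without the genes of Supplementary Table 1, RNA sensing and interferon induction had 0.0969, p53 target genes 0.0625 and circadian clock genes 0.101. Circadian clock genes also had 0.0693 with the methods' t-test, 0.0592 with Welch's t-test, 0.0568 without probe sets under the median, 0.146 with ranks, and 0.0110 to 0.101 with 1 array left out.

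Some lists not past the threshold in the planned test changed sign. The unfolded protein response had 0.967 with the methods' t-test, 0.964 without probe sets under the median, 0.747 without _x_at and _s_at probe sets, 0.969 with ranks and 0.591 to 0.969 with 1 array left out. Replication-dependent histone genes had 0.891 with an intensity trend, 0.894 with quantile normalization, 0.619 without probe sets under the 20th percentile, 0.0439 without those under the median, where they passed as lower, 0.472 with fry and 0.469 to 0.961 with 1 array left out. Luminal breast markers had 0.983 with scaling on the reference genes, 0.682 without _x_at and _s_at probe sets, 0.956 with ranks and 0.697 to 0.969 with 1 array left out. CTCF-bound model loci had 0.705 with the mean of all probe sets and 0.956 with ranks; ribosomal protein genes had 0.705 and, without _x_at and _s_at probe sets, 0.588. The log2 fold change of RAP1A, probe set by the gene rule, was -0.62 with the mean of all probe sets and -0.0610 to 0.0795 with 1 array left out, that of BDP1, probe set by the gene rule, -0.0185 to 0.0495 with 1 array left out, that of APOL6, probe set by the gene rule, 0.35 with the mean, and that of NFIA, probe set by the gene rule, 0.0917 with the mean and 0.0612 without _x_at and _s_at probe sets.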

Differences from the paper's values

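The paper states 198 differentially expressed genes, 65 upregulated and 133 downregulated, at a fold change above 1.3 and P under 0.05, and its text does not say whether P was adjusted, while Supplementary Table 1 gives a corrected p. Here 98 genes passed with an adjusted p, 13 higher and 85 lower, and 114 with an unadjusted p, 17 higher and 97 lower. Of the alternatives set before the data were examined, none brings the total or the number upregulated within 1.5 times of the paper's. For the number downregulated, an intensity trend (97), an unadjusted p under 0.05 (97) and leaving out probe sets under the 20th percentile (90) do, and the others do not. Counting a gene where any of its probe sets passes gives 205 genes, 73 higher and 132 lower; this was chosen after seeing the values, and 9 of the 166 distinct probe sets of Supplementary Table 1 are not called under it. Supplementary Table 1 has 198 entries for 166 distinct probe sets, 108 lower and 58 higher; all 166 had the same direction here and 157 were called, with 157 more called outside it.

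For EGR1 the paper gives a corrected p of 0.000724, and limma gave 0.000223 here. With treat (0.000774), without CTCF-OE replicate 2 (0.000924) and without CTCF-OE replicate 3 (0.000888) the value is within 1.5 times of the paper's; with the other alternatives set before the data were examined it is not. With the t-test of the paper's methods on log2 values without a pseudocount and Benjamini-Hochberg adjustment over all probe sets, the adjusted p is a median of 27.0 times the paper's corrected p (at most 27.7 times) over the 166 probe sets, so the paper's corrected p was not reproduced.

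Of the 30 genes of Table 2, 4 were not called here at the probe sets of Supplementary Table 1, at an adjusted p under 0.05 and a fold change above 1.3. With an unadjusted p 3 of these pass (JUNB, PTGS2 and ENPP1). At another probe set of the gene, PTGS2 (-0.40) and CASP8 (0.38) were called in the planned test. The alternatives below concern the listed probe sets unless the gene rule is named. JUNB is called with an intensity trend, an unadjusted p, quantile normalization, scaling on the reference genes, both filters on dim probe sets and, by the gene rule, the mean of all probe sets. PTGS2 is called with an intensity trend, an unadjusted p, scaling on the reference genes and the filter at the median. ENPP1 is called with an intensity trend, an unadjusted p, scaling on the reference genes, the filter at the 20th percentile and without NC replicate 3. CASP8 is called with no fold threshold, quantile normalization, subtraction of the median, without NC replicate 3, and without a pseudocount, which was chosen after seeing the values. The text of the paper names EGR1, TNFAIP3 and GADD45A as the genes with the largest changes. By the values of its Table 2, LTB and CXCL2 stand among them, and the order of these genes is the same here. Here EGR1 fell by 2.51 on the log2 scale, LTB by 1.03, TNFAIP3 by 1.02, CXCL2 by 0.96 and GADD45A by 0.93.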

Other observations

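The tests on CTCF's probe set, those with each gene counted once and that of ribosomal proteins without S6 kinases were chosen after the results were seen. Genes that cells induce when amino acids or translation fail were lower in the arrays labelled CTCF-OE, a label that CTCF's own probe set leaves open. ATF3, a stress-induced repressor, fell by 0.78 on the log2 scale, SESN2, which restrains mTORC1 when leucine is short, by 0.69, DDIT3 (CHOP) by 0.59 and CTH, which makes cysteine, by 0.61 (the last 2 chosen after their values were seen). The unfolded protein response was not past the threshold (24 genes; camera, adjusted p = 0.908); in it XBP1, its spliced transcription factor, fell by 0.26. TOP2A, the topoisomerase of dividing cells, rose by 0.25 at its brightest probe set, against a median of 0.07 for its others. KIF20A, a kinesin of cytokinesis, rose by 0.21. RRM2, a subunit of ribonucleotide reductase, rose by 0.22 at its brightest probe set and by 0.08 at its other. MSMO1, an enzyme of sterol synthesis, rose by 0.23. Of clock genes, NFIL3 fell by 0.40, BHLHE41 by 0.32, PER2 by 0.31 and BHLHE40 by 0.21. The median of PER2's other probe sets was -0.04. FAS, the death receptor among p53 targets, fell by 0.33.

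Other lists were not past the threshold as a whole in the planned test, and some passed under alternatives. In hypoxia and glycolysis (33 genes; camera, adjusted p = 0.203) CA12, a carbonic anhydrase, rose by 0.37. Replication-dependent histone genes (62; camera, adjusted p = 0.908, with a median of -0.01 and the test upward) held H2AC6, which fell by 0.49, H2BC5 by 0.25 and H1-2 by 0.23. Protocadherins (53; camera, adjusted p = 0.0702) held PCDHB14 and PCDHB11, which rose by 0.38 and 0.33. PCDHB11 was dim, at 11.7 in the NC arrays and 15.0 in the others, against array medians of 83.4 to 84.5. Its other probe set had a log2 fold change of 0.0035. The protocadherin list passed as higher without probe sets under the 20th percentile (0.0458), with the mean of all probe sets (0.0471), without _x_at and _s_at probe sets (0.0493), without NC replicate 1 (0.0147) and without CTCF-OE replicate 3 (0.0424), and its alternatives reached 0.212. Reference genes (13; camera, adjusted p = 0.139) passed as higher with the methods' t-test (0.0300), an intensity trend (0.0362), the mean of all probe sets (0.0498), without _x_at and _s_at probe sets (0.0434) and with fry (0.0133), and their alternatives reached 0.280. The genes of CTCF, cohesin and architectural proteins (19; adjusted p = 0.374), model loci bound by CTCF (10; 0.758), luminal markers (23; 0.941) and genes named like ribosomal proteins (84; 0.662; without 10 S6 kinases and RPS19BP1 73; 0.764) were not past the threshold in camera or under any alternative. Among genes the paper names as CTCF targets, the log2 fold change was -0.15 for BAX (limma, adjusted p = 0.0909), -0.19 for MYC (0.0655) and 0.08 for CDKN2A (0.418).

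The fall of CTCF's probe set, -0.23 (limma, adjusted p = 0.0639), could come from exchanged group labels. A probe set outside the coding sequence of the transgene would explain the absence of a rise, but not by itself a fall. The paper's discussion cites reports that NF-κB raises CTCF expression and proposes to study a feedback loop. By that account the cells' own CTCF mRNA could fall where NF-κB is inhibited, which was not tested here. These possibilities cannot be told apart by CTCF's 1 probe set on the array. Its adjusted p ranged from 0.00338 with an intensity trend to 1 with treat, and the log2 fold change from -0.27 to -0.20 with 1 array left out. The paper's qRT-PCR and protein measurements (Figures 2B, 4D and 4E, and 6) run with the labels. So do p65 phosphorylation, the luciferase reporter and p65 at the TNFAIP3 promoter (Figure 7). None of them is among the data used here. Labels exchanged on the arrays alone would have set the array directions against those of Figure 6 for most of its genes, so Figure 6 argues against that. No source used here says whether the arrays and the qRT-PCR used the same RNA, and an exchange before both would not show in Figure 6A.

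Called probe sets that the gene's other probe sets did not follow were dimmer than those followed. The difference of the median log2 levels was -1.23 (6.34 against 7.57), and -1.37 with each gene counted once (permutation test with 10000 permutations, p = 1e-04, the smallest they allow). Within rises the difference was -1.05 and within falls -1.26. Signal near background would give such a difference. Yet the median of all probe sets was 6.41, so those not followed were about as bright as a typical probe set, and RAP1A's lay at 9.56. Whether signal near background explains the probe sets not followed therefore stays open. Names that mark cross-hybridizing probe sets (_s_at and _x_at) were no more frequent among them (21.8% against 30.9%; with each gene counted once 18.8% against 28.7%, two-sided Fisher's exact test, p = 0.153). No biological explanation was tested.

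The 6 arrays can be divided into 2 groups of 3 in 10 ways, and for the differentially expressed probe sets, genes, gene list shifts and NF-κB target genes of Table 2 only 1 split, that of the labels, gave a result as large, which 10 splits cannot bring to a share under 0.05. The highest of the other splits had 0 probe sets, 0 genes, 8 lists against 12, and 0 of the Table 2 genes called. Each of the other splits passed at least 2 lists, so lists passed at the preset correlation of camera under groups that mix the labels as well. Such splits keep a part of the difference between the labelled groups and do not give a rate of false passes.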
